# Gene expression profiling of trout muscle during flesh quality recovery following spawning

**DOI:** 10.1186/s12864-021-08228-3

**Published:** 2022-01-04

**Authors:** Yéléhi-Diane Ahongo, Aurélie Le Cam, Jérôme Montfort, Jérôme Bugeon, Florence Lefèvre, Pierre-Yves Rescan

**Keywords:** Salmonids, Post-spawning evolution, Flesh quality, Muscle, Transcriptome

## Abstract

**Background:**

Sexual maturation causes loss of fish muscle mass and deterioration of fillet quality attributes that prevent market success. We recently showed that fillet yield and flesh quality recover in female trout after spawning. To gain insight into the molecular mechanisms regulating flesh quality recovery, we used an Agilent-based microarray platform to conduct a large-scale time course analysis of gene expression in female trout white muscle from spawning to 33 weeks post-spawning.

**Results:**

In sharp contrast to the situation at spawning, muscle transcriptome of female trout at 33 weeks after spawning was highly similar to that of female trout of the same cohort that did not spawn, which is consistent with the post-spawning flesh quality recovery. Large-scale time course analysis of gene expression in trout muscle during flesh quality recovery following spawning led to the identification of approximately 3340 unique differentially expressed genes that segregated into four major clusters with distinct temporal expression profiles and functional categories. The first cluster contained approximately 1350 genes with high expression at spawning and downregulation after spawning and was enriched with genes linked to mitochondrial ATP synthesis, fatty acid catabolism and proteolysis. A second cluster of approximately 540 genes with transient upregulation 2 to 8 weeks after spawning was enriched with genes involved in transcription, RNA processing, translation, ribosome biogenesis and protein folding. A third cluster containing approximately 300 genes upregulated 4 to 13 weeks after spawning was enriched with genes encoding ribosomal subunits or regulating protein folding. Finally, a fourth cluster that contained approximately 940 genes with upregulation 8 to 24 weeks after spawning, was dominated by genes encoding myofibrillar proteins and extracellular matrix components and genes involved in glycolysis.

**Conclusion:**

Overall, our study indicates that white muscle tissue restoration and flesh quality recovery after spawning are associated with transcriptional changes promoting anaerobic ATP production, muscle fibre hypertrophic growth and extracellular matrix remodelling. The generation of the first database of genes associated with post-spawning muscle recovery may provide insights into the molecular and cellular mechanisms controlling muscle yield and fillet quality in fish and provide a useful list of potential genetic markers for these traits.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08228-3.

## Background

As a result of the increasing demand for fish consumption, aquaculture has become the type of animal food production with the fastest growth in recent decades [1]. Muscle growth and fillet quality are important traits that impact the profitability of the fish breeding industry. However, flesh qualities are not constant throughout the fish lifecycle. For example, fertile diploid female trout particularly those that are farmed for egg production, exhibit low flesh quality and a decrease in fillet yield around the spawning period and are thus not suitable for the market. Flesh deterioration at spawning is due in large part to muscle atrophy associated with protein catabolism which is exacerbated in the muscle tissue of maturing female trout to provide the energy and nutrients necessary for egg development [2]. In addition, some of the lipids mobilized during sexual maturation originate from muscle store [3–5].

Several transcriptomic analyses have been performed to decipher the mechanisms underlying muscle changes observed during the sexual maturation. An initial microarray gene expression study showed that sexual maturation-induced atrophy of axial muscle in gravid trout compared to sterile trout was associated with (i) upregulation of genes involved in catheptic and collagenase proteolytic pathways and genes involved in mitochondrial aerobic ATP production and (ii) downregulation of genes regulating RNA processing and protein biosynthesis and genes encoding myofibrillar and extracellular matrix proteins [6]. Further studies using RNA-Seq techniques have essentially confirmed these data and revealed, in the same model, increased expression of many genes encoding components of the muscle “degradome” particularly those forming the ubiquitin proteasome system, and decreased expression of genes involved in amino acid and fat biosynthesis [7, 8]. Additionally, the expression of β-oxidation genes in muscle has been reported to be higher in fertile than in sterile (triploid) trout, suggesting that fatty acid mobilisation within muscle is enhanced during sexual maturation [9]. Consistent with the transcriptomic data, the proteomic signature of muscle atrophy in fertile fish compared to sterile (triploid) female trout shows decreased abundance of enzymes involved in anaerobic respiration and protein biosynthesis [10].

We recently showed that sexual maturation-associated deterioration in flesh quality can be reversed in trout post spawning. Notably, we observed an increase in fillet yield during the post spawning period, suggesting an accretion of protein mass in muscle fibres and a significant increase in intramuscular fat content [11]. Restoring trout muscle quality after spawning is of particular interest for aquaculture profitability and sustainability and deserves specific investigation. Currently, very little is known regarding the molecular mechanisms regulating flesh quality restoration after spawning. In this study, we used microarray technology to explore the temporal changes in muscle gene expression following spawning and to infer the molecular pathways associated with post-spawning flesh quality recovery. Additionaly, to further characterize the specificity of the muscle molecular signature following spawning, we compared this signature with that of hyperplastic growth zones of the late trout embryo [12] and that reported during a fasting/refeeding schedule [13].

## Results

To gain insight into the transcriptomic changes associated with flesh quality restoration after spawning we performed microarray hybridisations using RNA extracted from the muscle tissues of mature female trout sampled at 0, 2, 4, 8, 13, 16, 24, and 33 weeks after spawning (PS0, PS2, PS4, PS8, PS13, PS16, PS24, and PS33) and from the muscle tissues of immature (control) female trout. 

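The arrays read here come from 80 female trout, 8 in each of the 10 groups (PS0, PS2, PS4, PS8, PS13, PS16, PS24, PS33, C0 and C33), one fish to an array. They carry 60194 probes with a row in the authors' table, of which 45312 could be given a gene symbol (15103 symbols), most of them (43933) through the matched gene of another species, so one symbol can cover several trout copies of a gene. On each array between 47.3 and 80.8 percent of the probes (median 60.3) lay well above background. Muscle of fish at spawning and 2 weeks later gave the brightest arrays: the log2 signal at an array's 75th percentile averaged 7.98 ± 0.60 (SD, n = 8) in PS0 and 7.93 ± 0.40 in PS2, against 7.32 ± 0.38 in C0, 7.02 in PS33 and 7.10 in C33, and this percentile was subtracted from each array. The fish of a group lie on different slides (10 slides of 8 arrays, read on 3 scan days). Values given after a gene are log2 differences ± their standard error with limma's p, adjusted by Benjamini-Hochberg over all probes tested. They are for the gene's brightest probe or, after spawning, for its brightest probe among those the paper's Additional files list for the cluster discussed. Such listed probes were chosen on these same arrays, so single genes read on them are not independent evidence. Counts and medians of lists written before the data were examined use each gene's brightest probe. After spawning these lists are read in weeks that the paper set from the same arrays, so they are not fully independent evidence either. Other probes of the gene that pass in the opposite direction are stated. For lists of genes, the camera test with its preset correlation asks whether the list moves further than other genes, and its p is given again with a correlation estimated from the fish.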

Immature (control) female trout were sampled at the beginning (C0) and at the end (C33) of the experiment and belonged to the same cohort as trout that experienced spawning.

### Comparison of muscle transcriptome in mature and immature (control) trout at spawning time and 33 weeks after spawning time

Using an unpaired *t* test (BH corrected *p*-val < 0.05), we first compared the muscle transcriptomes in mature and in immature (control) trout at the beginning and end of the experiment. 

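At spawning, fast muscle held less RNA of the glycolytic pathway, of the cytosolic ribosome and of the extracellular matrix than muscle of immature fish, and more RNA of the mitochondrial respiratory chain (PS0 against C0, 8 fish each). Of 32 measured genes of glycolysis, which turns glucose into pyruvate, 22 were lower and 2 higher (median -1.45, with 2 higher and 22 lower adjusted over the list alone, camera adjusted p = 1.72e-10, and adjusted p = 0.239 with an estimated correlation): the enolases ENO3 (-4.04 ± 0.24, adjusted p = 1.33e-08) and ENO1 (-3.80 ± 0.24) and the phosphoglycerate mutase PGAM1 (-2.34 ± 0.22) were lower, and the hexokinase HK2 (1.98 ± 0.24) was higher. Among 82 cytosolic ribosomal protein genes, 81 were lower and 0 higher (median -1.03, with 0 higher and 81 lower adjusted over the list alone, camera adjusted p = 7.91e-41, and adjusted p = 0.239 with an estimated correlation), with RPS2 at -1.65 ± 0.14, adjusted p = 5.52e-07 and RPS19 at -1.31 ± 0.15. Genes of oxidative phosphorylation, the chain that makes ATP in mitochondria, went the other way, 54 of 74 higher and 5 lower (median 0.65, with 58 higher and 5 lower adjusted over the list alone, camera adjusted p = 5.15e-20, and adjusted p = 0.239 with an estimated correlation), among them the complex I subunit NDUFS8 (1.61 ± 0.14, adjusted p = 4.76e-07) and the complex III subunit UQCRC2 (1.31 ± 0.13), each with 1 further probe that passes in the opposite direction. Mitochondrial ribosomal proteins (39 higher and 3 lower of 74, with 43 higher and 3 lower adjusted over the list alone, adjusted p = 0.248 with an estimated correlation) and genes that answer to glucocorticoids (6 higher and 1 lower of 11, with 7 higher and 1 lower adjusted over the list alone, adjusted p = 0.239) were also higher, such as MRPS18B (1.31 ± 0.17) and the receptor chaperone FKBP5 (0.84 ± 0.18); the glucocorticoid receptor NR3C1, left out of this count for a missing value, passed as lower (-0.45 ± 0.16, adjusted p = 0.0389), though not in the authors' table or with the slide as a block. Collagens (12 lower and 0 higher of 29, with 0 higher and 13 lower adjusted over the list alone, adjusted p = 0.239 with an estimated correlation) were lower together with marker genes of fibroblasts, the cells that make them (8 of 13 lower, median -0.71, with 0 higher and 8 lower adjusted over the list alone, adjusted p = 0.294), and of macrophages and granulocytes (9 lower and 1 higher of 17, with 1 higher and 9 lower adjusted over the list alone, adjusted p = 0.294); COL1A2 stood at -1.68 ± 0.25, the fibroblast proteoglycan LUM at -1.29 ± 0.24 and the complement gene C1QA at -1.04 ± 0.22. Among genes whose groups did not overlap, the largest rises were in BCMO1, which splits beta-carotene (3.35 ± 0.47, adjusted p = 5.26e-05), and in LPIN1, an enzyme of lipid synthesis (3.18 ± 0.36). Limma called 9890 of 36287 probes, 4240 higher and 5650 lower, which name 4665 of 11682 genes (2091 higher, 2900 lower, 326 of them with probes in both directions); 3660 probes changed over 2-fold. In 828 of the called genes (7.09 percent of the genes tested) no PS0 fish overlapped a C0 fish, where chance alone gives 0.0155 percent. The direction of all genes depends on the scaling: 42.9 percent of the calls are higher here and 62.8 percent in the authors' table, which lifts the median of all probes by 0.19; quantile normalization keeps the sign of the medians but brings glycolysis to -0.73, the ribosomal proteins to -0.33 and oxidative phosphorylation to 1.11. With the slide as a block the medians of glycolysis, the ribosomal proteins and oxidative phosphorylation were -1.35, -0.98 and 0.66, and within the 3 scan days they ranged from -1.77 to -1.03, from -1.11 to -0.88 and from 0.53 to 0.77.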

We found that the muscle transcriptome of trout that had just spawned (PS0) was clearly different from that of control trout (C0), as revealed by the identification of approximately 4700 unique DEGs between PS0 and C0. In contrast, the trout muscle transcriptome at 33 weeks post-spawning (PS33) was virtually the same as that found in the 33 weeks control (C33), as indicated by the lack of identification of any DEGs between PS33 and C33 via unpaired *t* test. This shows that the trout muscle transcriptome after spawning evolved to eventually become similar to that of trout that did not spawn, which is consistent with the post-spawning muscle restoration and flesh quality recovery we recently reported [11].

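By week 33 no gene of spawned fish differed from the immature fish killed at the same week: limma called 0 of 34220 probes (11280 genes, PS33 against C33, 8 fish each), with 1359 probes (3.97 percent) at an unadjusted p under 0.05 and a smallest adjusted p of 0.998. The methods' t-test, with equal or unequal variances, also called 0. The atrophy ligase FBXO32 stood at -0.24 ± 0.21, and the muscle differentiation factor MYOG at 0.09 ± 0.32; the smallest unadjusted p values belonged to the actin-binding TMSB (2.10 ± 0.50), the LIM protein FHL1 (1.81 ± 0.42) and the mitochondrial calcium channel subunit CCDC109B (1.63 ± 0.35). In none of the 45 fixed lists did a member pass over all probes (1 adipocyte gene was higher adjusted over the list alone), and fry called no list; camera with its preset correlation still called 12 lists, all higher in PS33, with log2 medians such as 0.28 for marker genes of adipocytes, 0.22 for the proteasome and 0.17 for the lysosome, and the lowest adjusted p = 0.622 with an estimated correlation. On arrays simulated from each probe's own mean and spread, independently between genes, limma recovered 35 of 67 probes given a 2-fold change and 61 of 66 given a 4-fold change (8 fish a group). Single genes that differ by 2-fold, and some that differ by 4-fold, could thus have been missed. Many probes were changed at once there, so recovery of a few isolated differences was not tried.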

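In each fish the genes that set PS0 apart from C0 can be read as one spawning score, the median of the probes higher in PS0 minus that of the probes lower in PS0, scaled to a mean of 0 in C0 and 1 in PS0. The score averaged 0.50 ± 0.25 (SD, n = 8) at 2 weeks, 0.31 ± 0.11 at 4 weeks, 0.16 ± 0.19 at 8 weeks and -0.07 ± 0.10 at 13 weeks, and -0.13 ± 0.10 in PS33 against -0.13 ± 0.08 in C33; PS16 replicate 8, at 0.36, stood above the other PS16 fish. The probes higher at spawning had a median difference of 0.035 between PS33 and C33 (camera adjusted p = 0.208), and those lower at spawning one of 0.064 (adjusted p = 0.0554); among probes that had changed over 2-fold the latter was 0.102 (adjusted p = 0.00186 at the preset correlation, 0.76 with an estimated one, 0.042 and adjusted p = 0.141 under quantile normalization), which is not in the direction of spawning. Controls changed too: 2972 of 35492 probes differed between C33 and C0, or 1844 without the filter on dim probes, 1270 in the authors' table and 823 with the slide as a block. The change over 33 weeks was not the same in both kinds of fish, as 5364 of 37117 probes (3445 with a larger rise or smaller fall after spawning, 1919 the reverse) passed the test of the difference between the changes; 23 of 32 glycolysis genes gained more in spawned fish and 1 less (median 1.67, with 24 higher and 1 lower adjusted over the list alone, camera adjusted p = 5.49e-22, and adjusted p = 0.0719 with an estimated correlation), as did 79 of 82 ribosomal protein genes (median 1.16, with 81 higher and 0 lower adjusted over the list alone, camera adjusted p = 1.03e-56, and adjusted p = 0.1 with an estimated correlation). These medians shrink to 0.88 and 0.38 under quantile normalization, and the share of calls with the larger gain after spawning, 64.2 percent, to 52.7 percent, or to 48.4 percent with normexp and quantile normalization; the authors' table calls 2517 probes in this test and moves the median of all probes by -0.11. With the slide as a block the medians were 1.62 and 1.14, and within the scan days they ran from 1.02 to 1.99 and from 0.79 to 1.29. The difference between the changes equals the difference of PS33 from C33 minus that of PS0 from C0. As no probe was called between PS33 and C33, it mostly restates, on the same arrays, how PS0 differed from C0, and is not a separate result. From the absence of genes that differ at week 33, the paper concludes that the muscle transcriptome came to resemble that of fish that had not spawned, and it relates this to the recovery of muscle and flesh quality it reported earlier. Week and season cannot be told apart in this design, and the methods state that post-spawning fish sampled together came from the same tank. If each week had its own tank, week and tank cannot be told apart either. The p values then measure the spread between fish of single tanks. According to the methods, fish for the arrays were also chosen for a carcass weight near their group's median. Their spread may thus be narrower than that of the whole group.

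**Figure D1:**
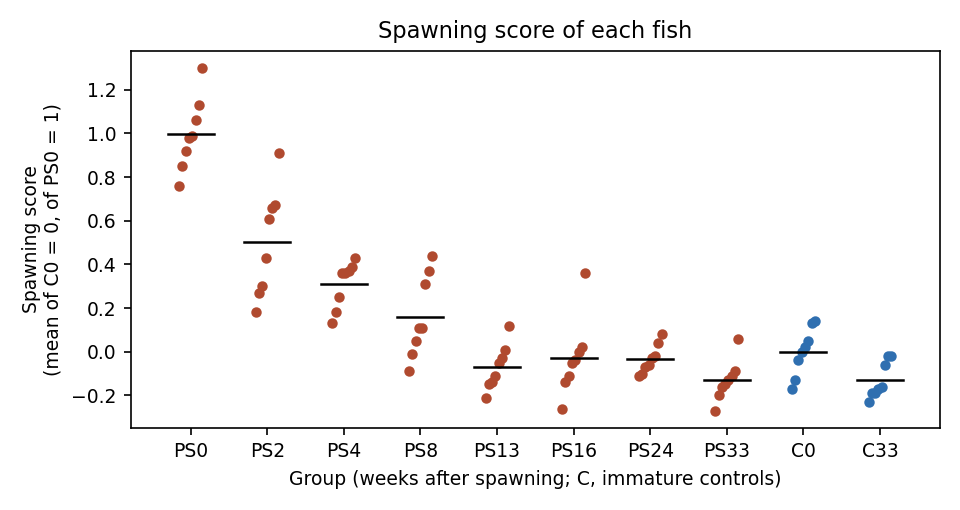
Spawning score of each fish by group (8 fish each, the mean as a line); C0 and PS0 define the scale.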

### Temporal gene expression profiling after spawning: an overview

Next, we aimed to characterize the changes in the female trout muscle transcriptome associated with flesh quality recovery following spawning. For this purpose, an ANOVA (Benjamini-Hochberg method with a FDR < 0.05) and a fold change > 3 were used as criteria for defining genes whose expression levels were significantly different across all the stage of sampling (0, 2, 4, 8, 13, 16, 24 and 33 weeks after spawning). This analysis led to the identification of approximately 3340 unique differentially expressed genes (DEGs). 

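Muscle after spawning lost RNA of FLVCR1, which exports haem from cells (at least 26-fold, adjusted p = 2.44e-17, mean of the 7 later groups minus PS0, 56 fish against 8), and of PDK1, a kinase that limits the use of pyruvate in mitochondria (-4.53 ± 0.80). It gained RNA of GATM, the first enzyme of creatine synthesis (4.08 ± 0.33, adjusted p = 1.36e-15), and of the glucose transporter SLC2A1 (4.10 ± 0.34). In immature fish GATM rose over 33 weeks too (C33 against C0, 3.49 ± 0.42), so its gain is not particular to spawned fish. SLC2A1 was also higher there (1.38 ± 0.41, limma adjusted p = 0.044, and 0.0996 with the slide as a block). The spindle protein gene CKAP2 was not well above background on any PS0 array and rose at least 11.8-fold (adjusted p = 5.31e-14); a fold given as a bound, here and for other genes that were dim on most arrays of a group, sets each dim array to the lowest of its signals well above background, or to the probe's own signal where that is higher. Over the 8 post-spawning groups, limma's F test called 20657 of 38294 probes (7896 genes), and 6373 of them (16.6 percent of those tested, 3035 genes) also changed over 3-fold between the highest and the lowest group mean. By the week of their highest mean, 1996 of these probes peaked at PS0, 689 at PS4, 1134 at PS13 and 836 at PS24. Averaged over the later weeks, 9702 probes rose and 7943 fell against PS0; 55 percent of the calls were thus higher, 49.6 percent under quantile normalization, 48.7 percent with normexp as well and 45.3 percent in the authors' table, so the majority direction depends on the scaling. Background correction by normexp with quantile normalization, which draws dim signals together, leaves 2424 probes (1152 genes) over the 3-fold threshold, and probes well above background on all arrays alone 3672 (1779 genes).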

Hierarchical clustering of DEGs resulted in the formation of four major gene clusters (clusters I-IV) (Fig. 1, see also Additional file 1 showing mean expression curves across time points for all the genes contained in clusters I-IV). 

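Genes of the proteasome, the respiratory chain and the lysosome fell into one branch of the tree, genes of the nucleolus and of RNA splicing into another, and genes of the ribosome, glycolysis, sarcomere and matrix into the largest, as the probes that the paper's Additional files give for each cluster show. Average linkage on the correlation between probes, divided at the smallest number of branches that gives 4 of at least 100 probes (21 branches), placed 6113 of 6288 probes in 4 branches and 175 in smaller ones; 85 probes with missing values were left out. One branch of 1912 probes held 108 of 109 probes listed for cluster I, and one of 724 probes 154 of 164 listed for cluster II. A single branch of 3320 probes (1633 genes) held 84 of 86 listed for cluster III and 124 of 124 listed for cluster IV. The fourth, of 157 probes (95 genes), fell to a low at PS4 (median -1.94 against PS0, no test) and lay at -0.71 by PS33.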

We found that cluster I contained approximately 1350 genes with peak expression at spawning and downregulation after spawning. 

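The branch that matches cluster I (1008 genes) holds 30 genes of the proteasome, the complex that degrades ubiquitin-tagged proteins. Its probes were highest at spawning in 93.1 percent of cases, and their median lay -0.93 relative to PS0 (log2) at 2 weeks, -1.56 at 4 weeks, -1.80 at 24 weeks and -1.55 at 33 weeks. Immature fish stood between, at -0.71 in C0 and -1.49 in C33, groups that had no part in the choice of these probes. No test is attached to these medians, since the probes were chosen for changing over the same arrays.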

Cluster II included approximately 540 genes with transient upregulation between 2 and 8 weeks after spawning. 

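Genes of the branch that matches cluster II (390 genes), of whose 724 probes 154 are listed for that cluster in the paper's Additional files, peaked at PS4 in 64.6 percent of probes. Relative to PS0 their median log2 signal was 0.72 at 2 weeks, 0.98 at 4, 0.36 at 8, -0.25 at 13 and -0.85 at 33 weeks, which is below its level at spawning; C0 stood at -0.66 and C33 at -0.76. Over all probes, the mean of PS2, PS4 and PS8 exceeded that of PS16, PS24 and PS33 in 6287 probes and fell short of it in 5841 of 38294 (limma, 24 fish against 24); 51.8 percent of the calls were thus higher, 35.8 percent when the 75th percentile is taken over detected probes and 67.5 percent in the authors' table.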

Cluster III comprised approximately 300 genes upregulated 4 to 13 weeks after spawning, and cluster IV contained approximately 940 genes whose expression level progressively increased from 8 to 24 weeks after spawning.

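Probes that the paper lists under cluster III (ribosomal protein and chaperonin genes among them) part from most of those it lists under cluster IV (glycolytic, matrix and sarcomere genes among them) when the probes are grouped by k-means into 4 groups instead of by the tree. How the genes of each function divided was not counted. One group (1393 probes, 673 genes) holds 85 of the probes listed for cluster III and rises early, to a median of 1.61 over PS0 (log2) at 4 weeks and 1.86 at 8 weeks, then declines to 1.19 at 33 weeks, near C33 (1.09). The other (2091 probes, 1152 genes) holds 84 of the 124 listed for cluster IV and climbs more slowly, from 0.90 at 4 weeks to 1.28 at 8 and 1.71 at 24 weeks, with 1.69 left at 33 weeks and 1.53 in C33. Over all probes, the mean of PS4, PS8 and PS13 exceeded PS33 in 4078 probes and fell short of it in 2365 (limma, 24 fish against 8); 63.3 percent of the calls were higher, 43.9 percent with the percentile over detected probes, which moves the median of all probes by -0.12, and 80.1 percent in the authors' table. How many genes each cluster holds depends on the method: cluster III takes 555 genes by Ward linkage and 282 by the week of the highest mean, cluster IV 1275 and 1179.

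**Figure D2:**
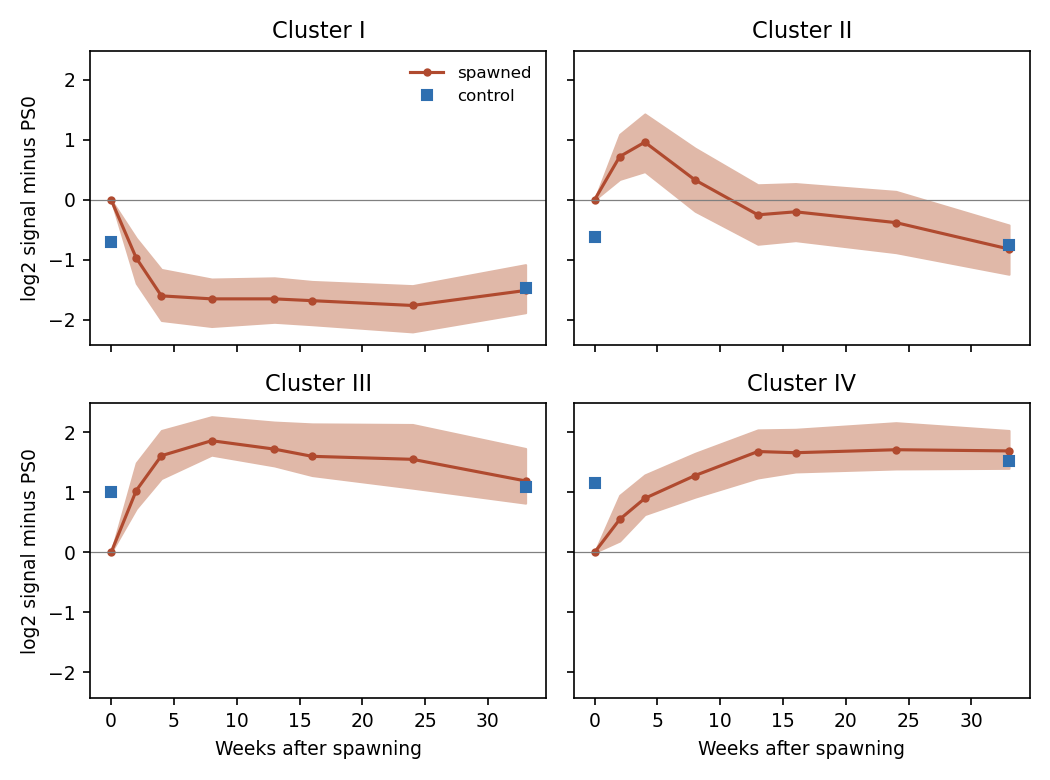
Median log2 signal relative to PS0 of the probes in each of 4 k-means groups (band, quartiles of the probes), with the C0 and C33 controls at their weeks.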

**Fig. 1:**
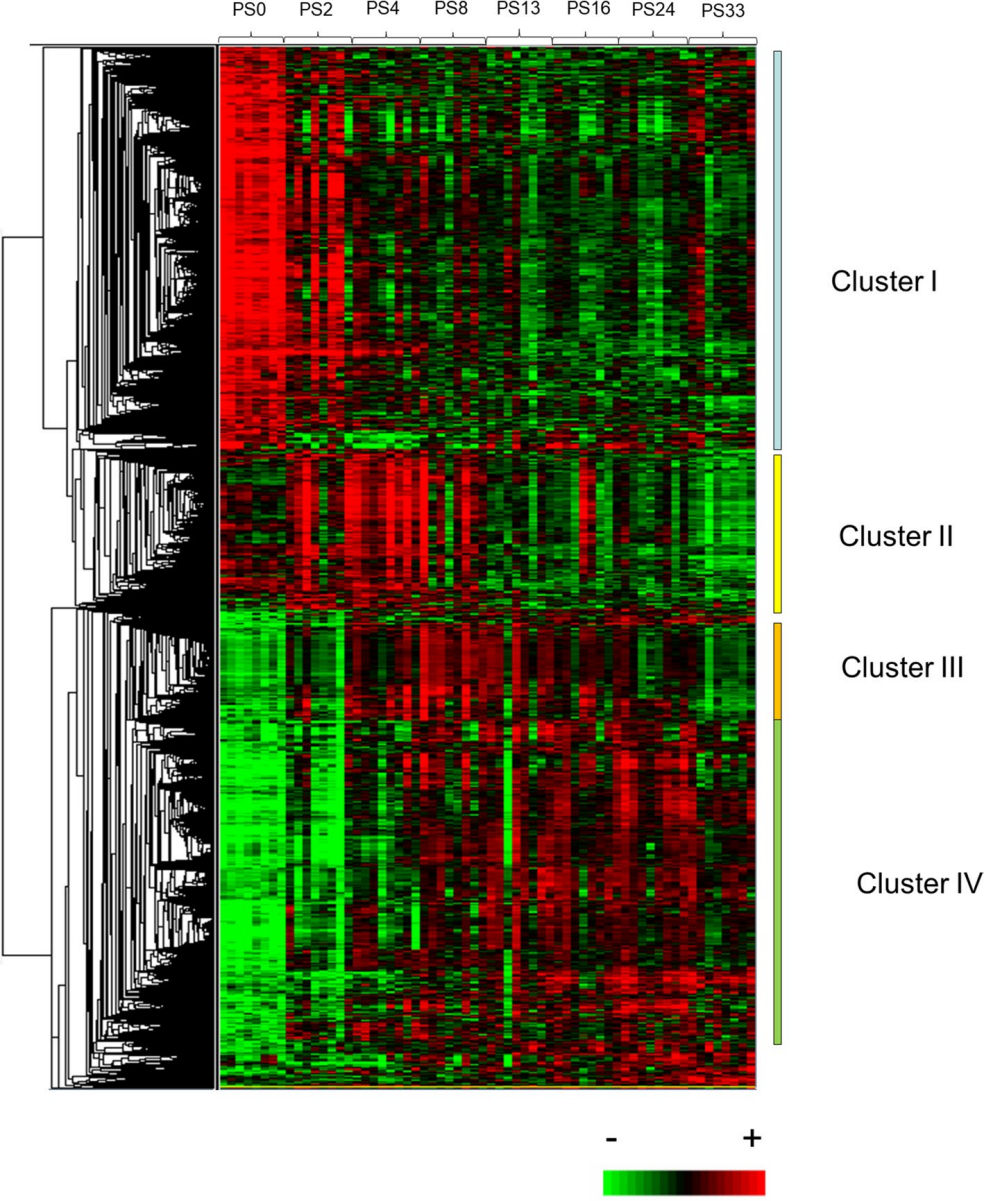
Heat map of the supervised hierarchical clustering of differentially expressed genes in trout muscle during the post-spawning period. The clustering of differentially expressed genes led to the formation of four distinct clusters (I, II, II and IV). Each row represents the temporal expression pattern of a single gene and each column corresponds to a single sample. Columns 1 to 8: PS0 = trout muscle at spawning. Columns 9 to 16: PS2 = trout muscle 2 weeks after spawning. Columns 17 to 24: PS4 = trout muscle 4 weeks after spawning. Columns 25 to 32: PS8 = trout muscle 8 weeks after spawning. Columns 33 to 40: PS13 = trout muscle 13 weeks after spawning. Columns 41 to 48: PS16 = trout muscle 16 weeks after spawning. Columns 49 to 56: PS24 = trout muscle 24 weeks after spawning. Columns 57 to 64: PS33 = trout muscle 33 weeks after spawning. Expression levels are represented by a colour tag, with red representing the highest levels and green the lowest levels of expression

### Cluster I: genes with peak expression at spawning and downregulation after spawning

Cluster I comprised approximately 1350 unique genes highly expressed in the muscle tissues of trout that had just spawned and downregulated after spawning. 

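After spawning the muscle lost RNA of each of the 3 stages by which mitochondria burn fuel: the respiratory chain, fatty acid oxidation and the tricarboxylic acid cycle (mean of weeks 2 to 33, 56 fish, minus PS0, 8 fish). Of 74 genes of oxidative phosphorylation 60 fell and 8 rose (median -0.81, with 8 higher and 63 lower adjusted over the list alone, camera adjusted p = 3.99e-19, and adjusted p = 0.146 with an estimated correlation), led by the complex I subunit NDUFS8 (-2.22 ± 0.16, adjusted p = 1.22e-17) and cytochrome c1, CYC1 (-1.17 ± 0.10), against a rise of the complex IV subunit COX7A1 (0.70 ± 0.16). Fatty acid oxidation lost 22 of 37 genes and gained 3 (median -1.01, with 4 higher and 22 lower adjusted over the list alone, camera adjusted p = 9.01e-06, and adjusted p = 0.146 with an estimated correlation): the acyl-CoA dehydrogenase ACAD9 (-2.05 ± 0.17, adjusted p = 7.68e-15), the thioesterase ACOT2 (at least 13.6-fold) and PPARD, a transcription factor for fat burning (-1.96 ± 0.21), fell, while the acyl-CoA synthetase ACSL5, well above background in 27 of 56 later fish and 2 of 8 at spawning, rose (adjusted p = 0.0405, and 0.173 under quantile normalization). In the tricarboxylic acid cycle 13 of 24 genes fell and 6 rose (median -0.53, with 6 higher and 15 lower adjusted over the list alone, camera adjusted p = 0.000961, and adjusted p = 0.146 with an estimated correlation), with a fall in the succinate ligase subunit SUCLA2 (-1.49 ± 0.11, adjusted p = 8.14e-17) and a rise in the pyruvate carboxylase PC (0.67 ± 0.18), which feeds the cycle. The genes the paper lists for cluster I fell without exception in these pathways (36 of 36 for oxidative phosphorylation, 16 of 16 for fatty acid degradation, 15 of 15 for the citrate cycle and 11 of 11 for the peroxisome, camera adjusted p = 0.000334, 0.00865, 8.92e-05 and 0.00865 with an estimated correlation), but they were picked on these arrays and are not independent evidence. At spawning 32 of 37 of the listed oxidative phosphorylation genes and 13 of 15 of the citrate cycle genes were also higher than in C0, a comparison that shares the PS0 arrays with the choice of the list. Controls moved the same way over 33 weeks in ACAD9 (C33 against C0, -1.05 ± 0.17) and ACOT2 (-2.28 ± 0.41). Quantile normalization takes oxidative phosphorylation to -1.27 and the tricarboxylic acid cycle to -0.92; blocked by slide, the medians of the 3 fixed lists were -0.74, -0.85 and -0.52, and within the scan days they ran from -0.89 to -0.64, from -1.03 to -0.67 and from -0.65 to -0.46.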

DAVID analysis of genes belonging to cluster I and annotated with ontology identifiers showed enrichment for GO terms linked to mitochondrial oxidative phosphorylation, the fatty acid catabolic process, and the tricarboxylic acid cycle. Cluster I was also highly enriched with genes involved in proteolysis. 

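Most measured genes of the proteasome and of muscle atrophy, some of them ubiquitin ligases that mark muscle proteins for it, were less expressed after spawning than at spawning (weeks 2 to 33 against PS0, 56 fish against 8). FBXO32, the ligase atrogin-1, fell by the widest margin of the genes named here (-5.54 ± 0.66, adjusted p = 2.91e-10), and both of its other probes fell. In immature fish FBXO32 was lower after 33 weeks too (C33 against C0, -3.07 ± 0.57, adjusted p = 0.00227). The brightest probe of TRIM63, the ligase MuRF1, did not pass (0.43 ± 0.30, adjusted p = 0.249, mean log2 signal 5.40 after spawning and 4.97 ± 1.91 SD in PS0), whereas 2 of its 3 other probes fell. Of 16 atrophy genes 10 fell and 1 rose (median -0.63, with 1 higher and 10 lower adjusted over the list alone, camera adjusted p = 0.00206, and adjusted p = 0.151 with an estimated correlation), including TRIM54, a relative of MuRF1 (-1.93 ± 0.26), and the transcription factor FOXO3, which switches atrophy genes on (-2.02 ± 0.21, 1 other probe rose). Of 44 proteasome genes 38 fell and 3 rose (median -1.29, with 3 higher and 38 lower adjusted over the list alone, camera adjusted p = 1.56e-15, and adjusted p = 0.146 with an estimated correlation): POMP, which assembles the core particle (-1.65 ± 0.17, adjusted p = 1.71e-12), and the cap subunits PSMC4 (-1.47 ± 0.16) and PSMD12 (-1.94 ± 0.21) fell, and those that rose were the immunoproteasome subunits PSMB8 (0.64 ± 0.16) and PSMB9 (0.65 ± 0.18) and the core subunit PSMA2 (0.62 ± 0.17). All 31 proteasome genes the paper lists for the cluster fell (median -1.56, adjusted p = 0.0143 with an estimated correlation), though they were picked on these arrays and are not independent evidence. Per fish, the mean log2 signal of the proteasome list was 4.70 ± 0.25 (SD, n = 8) in PS0, 4.24 ± 0.75 in PS2 (4 fish from 3.33 to 3.68 and 4 from 4.58 to 5.07), 3.58 ± 0.21 in PS4 and 3.30 ± 0.16 in PS33, and 4.31 ± 0.41 in C0 against 3.11 ± 0.21 in C33. The list's median was -1.26 with the slide as a block, and -1.33, -1.14 and -1.27 within the 3 scan days.

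**Figure D3:**
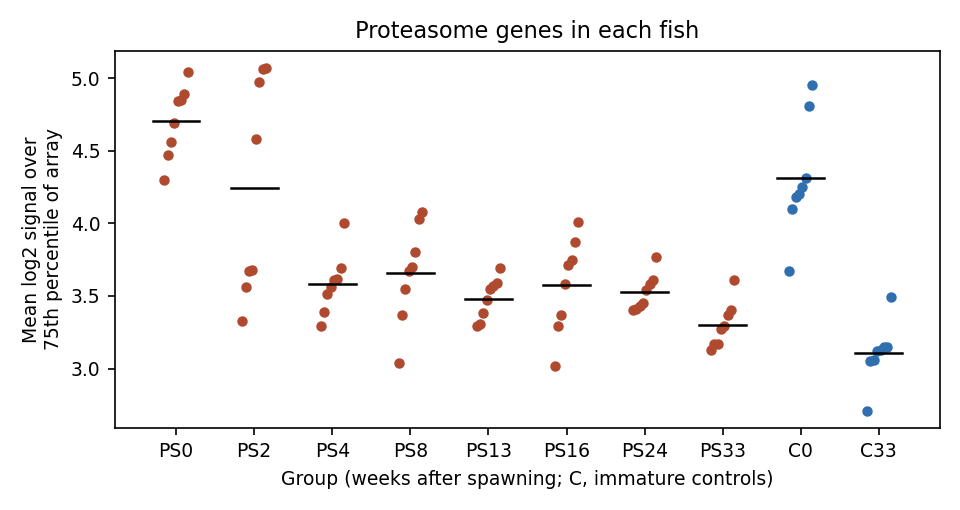
Mean log2 signal of the proteasome genes in each fish, relative to the array's 75th percentile (8 fish a group, the mean as a line).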

Consistent with the enrichment of this GO term, we found the classical markers of muscle atrophy Murf1/Trim63 and Atrogin/FBXO32/Mafbx, as well as many genes regulating the proteasomal ubiquitin-dependent protein catabolic process, such as genes encoding subunits of the proteasome 26S complex (16 upregulated genes). In addition, GO terms linked to proteolysis were enriched for genes regulating lysosome activity and genes participating in autophagy (for details see Tables 1, 2 and 3; the list of genes that formed major functional categories of cluster I are in Additional file 2).

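Lysosomal genes moved in both directions, more of them down: of 41 measured 19 fell and 5 rose after spawning (weeks 2 to 33 against PS0, median -0.44, with 5 higher and 20 lower adjusted over the list alone, camera adjusted p = 0.00158, and adjusted p = 0.242 with an estimated correlation). The protease cathepsin L (-2.20 ± 0.29, adjusted p = 3.47e-09 for CTSL1), the phospholipase PLA2G15 (-2.21 ± 0.23) and the cholesterol carrier NPC2 (-1.46 ± 0.17) fell, and the protease cathepsin K (CTSK, 1.08 ± 0.24) rose. Autophagy, by which cells deliver their own parts to lysosomes, lost 18 of 32 genes and gained 6 (median -0.59, with 6 higher and 19 lower adjusted over the list alone, camera adjusted p = 0.000519, and adjusted p = 0.151 with an estimated correlation); the protease ATG4B, which trims the LC3 protein of autophagosomes (-3.14 ± 0.38, adjusted p = 4.18e-10), and the lipid kinase PIK3C3 (-1.41 ± 0.16) fell, while ATG5, part of the conjugation machinery, rose (0.70 ± 0.10). For calpains, the calcium-dependent proteases of the cytosol, 2 of 8 genes rose and 1 fell (median -0.12, mean 0.11, with 2 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.924), the muscle calpain CAPN3 among the former (1.17 ± 0.17). Of the genes the paper lists for cluster I, 21 of 22 lysosomal and 14 of 14 autophagosome genes fell (adjusted p = 0.000899 and 0.00865 with an estimated correlation), a choice made on these arrays and so not independent evidence. Normexp with quantile normalization takes the lysosome to a median of -0.29; with the slide as a block the medians were -0.46 for the lysosome and -0.54 for autophagy, and within the scan days they ran from -0.51 to -0.25 and from -0.77 to -0.46. Marker genes of macrophages and granulocytes, cells rich in lysosomes, moved the other way (10 of 16 rose and 1 fell, median 0.65, with 10 higher and 1 lower adjusted over the list alone, adjusted p = 0.113 with an estimated correlation). In immature fish CTSL1 (-1.43 ± 0.22) and ATG4B (-2.12 ± 0.25) were lower after 33 weeks too (C33 against C0). There 7 lysosomal genes were lower and 0 higher, and 9 autophagy genes lower and 1 higher.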

**Table 1:** Functional categories inferred from genes with pick expression at spawning and downregulation after spawning (cluster I), upregulated 2 to 8 weeks after spawning (cluster II), upregulated 4 to 13 weeks after spawning (cluster III) and upregulated 8 to 24 weeks after spawning (cluster IV). *P*-Value represents the EASE score (modified Fisher exact *P*-Value) of a GO generated by DAVID tool after GO enrichment analysis

	KEGG Pathway	Count	*P*-Value	GO Cell component	Count	*P*-value	GO biological process	Count	*P*-value
**Cluster I**	Proteasome	**31**	1.4E-24	Mitochondrion	**121**	1.0E-19	Tricarboxylic acid cycle	**13**	6.6E-10
	Oxidative phosphorylation	**38**	7.4E-13	Mitochondrial inner membrane	**35**	3.1E-10	Proteasome-mediated ubiquitin-dependent protein catabolic process	**26**	7.0E-9
	Citrate cycle	**15**	1.4E-8	Mitochondrial respiratory chain complex 1	**15**	E4.5E-7	Fatty acid beta-oxidation using acyl-CoA dehydrogenase	**11**	5.5E-9
	Fatty acid degradation	**16**	7.6E-8	Proteasome complex	**11**	6.0E-7	Autophagosome assembly	**15**	3.4E-8
	Lysosome	**22**	2.1E-4	Peroxysome	**13**	1.1E-4	Autophagy	**9**	2.5E-4
				Autophagosome	**9**	9.9E-4			
**Cluster II**	Ribosome biogenesis in eucaryote	**32**	1.0E-29	Nucleolus	**77**	8.2E-35	rRNA processing	**18**	2.6E-16
	RNA polymerase	**9**	6.5E-7	Small-subunit processome	**17**	1.5E-19	Translation	**23**	4.2E-9
	Spliceosome	**16**	2.1E-6	Preribosome, large subunit precursor	**13**	3.3E-13	Protein folding	**10**	4.4E-4
	RNA transport	**16**	8.7E-5	Intracellular ribonucleoprotein complex	**14**	2.0E-9			
				Mitochondrion	**44**	3.9E-6			
**Cluster III**	Ribosome	**62**	3.0E-70	Cytosolic large ribosomal subunit	**34**	1.0E-10	Protein folding	**8**	2.9E-4
				Cytosolic small ribosomal subunit	**21**	1.4E-29			
				nucleolus	**28**	3.1E-29			
				chaperonin-containing T-complex	**6**	8.3E-9			
**Cluster IV**	Glycolysis/neoglucogenesis	**24**	5.9E-16	Proteinaceous extracellular matrix	**26**	6.3E-8	Glycolytic process	**15**	1.9E-13
	Biosynthesis of amino acids	**22**	1.4E-12	Collagen trimer	**14**	3.3E-7	Collagen fibril organisation	**10**	2.3E-6
	ECM-receptor interaction	14	1.0E-4	basement membrane	**12**	3.1E-5	Muscle contraction	**14**	7.5E-6
				Troponin complex	**5**	1.6E-4	Cell proliferation	**16**	1.5E-3
				Myosin complex	**10**	2.0E-4	Regulation of spindle microtubule to kinetochore	**4**	1.5E-3
							Cell division	**17**	5.5E-3

**Table 2:** Genes with pick expression at spawning and downregulation after spawning (cluster I) and involved in proteasome

Genes from cluster I involved in proteasome	
proteasome 26S subunit, ATPase 1 (PSMC1)	
proteasome 26S subunit, ATPase 2 (PSMC2)	
proteasome 26S subunit, ATPase 3 (PSMC3)	
proteasome 26S subunit, ATPase 4 (PSMC4)	
proteasome 26S subunit, ATPase 6 (PSMC6)	
proteasome 26S subunit, non-ATPase 1 (PSMD1)	
proteasome 26S subunit, non-ATPase 11 (PSMD11)	
proteasome 26S subunit, non-ATPase 12 (PSMD12)	
proteasome 26S subunit, non-ATPase 13 (PSMD13)	
proteasome 26S subunit, non-ATPase 14 (PSMD14)	
proteasome 26S subunit, non-ATPase 2 (PSMD2)	
proteasome 26S subunit, non-ATPase 3 (PSMD3)	
proteasome 26S subunit, non-ATPase 4 (PSMD4)	
proteasome 26S subunit, non-ATPase 6 (PSMD6)	
proteasome 26S subunit, non-ATPase 7(PSMD7)	
proteasome 26S subunit, non-ATPase 8 (PSMD8)	
proteasome activator subunit 4 (PSME4)	
proteasome maturation protein (POMP)	
proteasome subunit alpha 1 (PSMA1)	
proteasome subunit alpha 3 (PSMA3)	
proteasome subunit alpha 4 (PSMA4)	
proteasome subunit alpha 5 (PSMA5)	
proteasome subunit alpha 6 (PSMA6)	
proteasome subunit alpha 7 (PSMA7)	
proteasome subunit alpha 8 (PSMA8)	
proteasome subunit beta 1 (PSMB1)	
proteasome subunit beta 2 (PSMB2)	
proteasome subunit beta 4 (PSMB4)	
proteasome subunit beta 5 (PSMB5)	
proteasome subunit beta 7 (PSMB7)	
split hand/foot malformation type 1 (SHFM1)

**Table 3:** Genes with pick expression at spawning and downregulation after spawning (cluster I) and involved in oxidative phosphorylation

Genes from cluster I involved in oxidative phosphorylation	
ATP synthase, H+ transporting, mitochondrial F1 complex, beta polypeptide (ATP5B)	
ATP synthase, H+ transporting, mitochondrial Fo complex subunit B1 (ATP5F1)	
ATP synthase, H+ transporting, mitochondrial Fo complex subunit C3 (subunit 9) (ATP5G3)	
ATP synthase, H+ transporting, mitochondrial Fo complex subunit E (ATP5I)	
ATPase H+ transporting V0 subunit a1 (ATP6V0A1)	
ATPase H+ transporting V0 subunit e2 (ATP6V0E2)	
ATPase H+ transporting V1 subunit A (ATP6V1A)	
ATPase H+ transporting V1 subunit G1 (ATP6V1G1)	
COX10 heme A:farnesyltransferase cytochrome c oxidase assembly factor (COX10)	
NADH:ubiquinone oxidoreductase core subunit S1 (NDUFS1)	
NADH:ubiquinone oxidoreductase core subunit S7 (NDUFS7)	
NADH:ubiquinone oxidoreductase core subunit S8 (NDUFS8)	
NADH:ubiquinone oxidoreductase core subunit V1 (NDUFV1)	
NADH:ubiquinone oxidoreductase subunit A10 (NDUFA10)	
NADH:ubiquinone oxidoreductase subunit A12 (NDUFA12)	
NADH:ubiquinone oxidoreductase subunit A5 (NDUFA5)	
NADH:ubiquinone oxidoreductase subunit A6 (NDUFA6)	
NADH:ubiquinone oxidoreductase subunit A9 (NDUFA9)	
NADH:ubiquinone oxidoreductase subunit B10 (NDUFB10)	
NADH:ubiquinone oxidoreductase subunit B3 (NDUFB3)	
NADH:ubiquinone oxidoreductase subunit B4 (NDUFB4)	
NADH:ubiquinone oxidoreductase subunit B5 (NDUFB5)	
NADH:ubiquinone oxidoreductase subunit B6 (NDUFB6)	
NADH:ubiquinone oxidoreductase subunit B7 (NDUFB7)	
cytochrome b-c1 complex subunit 9 (UQCR10)	
cytochrome c oxidase subunit 4I1 (COX4I1)	
cytochrome c oxidase subunit 5A (COX5A)	
cytochrome c oxidase subunit 7A2 like (COX7A2L)	
cytochrome c oxidase subunit 7B (COX7B)	
cytochrome c oxidase subunit VIIa polypeptide 2 (liver) (COX7A2)	
cytochrome c1 (CYC1)	
succinate dehydrogenase complex flavoprotein subunit A (SDHA)	
succinate dehydrogenase complex iron sulfur subunit B (SDHB)	
succinate dehydrogenase complex subunit C (SDHC)	
ubiquinol-cytochrome c reductase complex III subunit VII (UQCRQ)	
ubiquinol-cytochrome c reductase core protein I (UQCRC1)	
ubiquinol-cytochrome c reductase core protein II (UQCRC2)	
ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1 (UQCRFS1)	

### Cluster II: genes upregulated 2 to 8 weeks after spawning

Cluster II contained approximately 540 unique genes. DAVID analysis of the eligible genes composing cluster II revealed enrichment for GO terms linked to transcription, RNA splicing and ribonucleoprotein complex biogenesis. 

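In weeks 2 to 8 the muscle gained RNA of the splicing machinery (mean of PS2, PS4 and PS8, 24 fish, minus PS0, 8 fish). Of 58 spliceosome genes 28 rose and 2 fell (median 0.43, with 30 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.000466, and adjusted p = 0.455 with an estimated correlation), with the core proteins SNRPD1 (1.79 ± 0.31, adjusted p = 3.09e-06) and SNRPG (1.29 ± 0.22) and the pre-mRNA binding protein HNRNPK (1.40 ± 0.18) up and the splicing factor PRPF31 down (-0.55 ± 0.12). Of 29 RNA polymerase subunits 11 rose and 1 fell (median 0.26, with 11 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0685, not passed), among them rises of POLR2J of polymerase II (1.16 ± 0.15) and POLR3G of polymerase III (at least 5.58-fold, adjusted p = 9.39e-10) and a fall of POLR3D (-1.06 ± 0.17). Both groups were also higher in these weeks than in weeks 16 to 33, with 39 up and 2 down of 58 spliceosome genes (median 0.41, with 41 higher and 2 lower adjusted over the list alone, camera adjusted p = 6.09e-12, and adjusted p = 0.154 with an estimated correlation) and 22 up and 1 down of 29 polymerase genes (median 0.63, with 22 higher and 1 lower adjusted over the list alone, camera adjusted p = 3.3e-11, and adjusted p = 0.0552 with an estimated correlation). From the paper's lists for cluster II, 10 of 13 spliceosome, 8 of 15 RNA transport and 3 of 9 polymerase genes rose and none fell (camera adjusted p = 0.00207, 0.101 and 0.223, and adjusted p = 0.576, 0.576 and 0.672 with an estimated correlation); they were chosen on these arrays and are not independent evidence. Against PS0, the spliceosome's median was 0.40 with the slide as a block and 0.48, 0.38 and 0.48 within the scan days. After 33 weeks immature fish too had more RNA of HNRNPK (C33 against C0, 0.73 ± 0.16) and POLR3G (1.1 ± 0.2) and less of POLR3D (-1.55 ± 0.18). Window calls numbered 14504 of 38294 probes, 8184 higher and 6320 lower; 56.4 percent were thus higher, and 49.2 percent with normexp and quantile normalization.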

Cluster II was enriched with genes involved in translation (including notably 8 translation initiation factors), ribosome biogenesis (which determines translation capacity) and protein folding. 

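Ribosome assembly was among the early gains: 56 of 102 genes of ribosome biogenesis rose in weeks 2 to 8 and 0 fell (24 fish against 8 at PS0, median 0.64, with 63 higher and 0 lower adjusted over the list alone, camera adjusted p = 9.77e-09, and adjusted p = 0.438 with an estimated correlation). They include SURF6 (2.78 ± 0.36, adjusted p = 7.25e-09), a nucleolar protein of ribosome assembly, and NOP10 (1.68 ± 0.22), which guides the chemical editing of ribosomal RNA. Against weeks 16 to 33 the same list was higher in 95 and lower in 1 of 102 genes (median 1.01, with 95 higher and 1 lower adjusted over the list alone, camera adjusted p = 9.08e-46, and adjusted p = 0.0552 with an estimated correlation). Translation factors gained as well, 29 of 48 up and 2 down (median 0.46, with 32 higher and 4 lower adjusted over the list alone, camera adjusted p = 8.6e-07, and adjusted p = 0.233 with an estimated correlation), among them EIF5A (1.64 ± 0.15, adjusted p = 1.28e-13) and the initiation factor subunit EIF3K (1.09 ± 0.13), against the termination factor GSPT1 (-1.22 ± 0.15). Over 33 weeks controls moved the same way in SURF6 (C33 against C0, 1.08 ± 0.28) and GSPT1 (-1.84 ± 0.17). Of the 8 initiation factors in the paper's list, EIF6 (1.23 ± 0.15), EIF3B (0.74 ± 0.24) and EIF4A1 (0.69 ± 0.26, adjusted p = 0.0291, and 0.0661 in the authors' table) rose and 5 did not pass (camera adjusted p = 0.652); 18 of 31 listed ribosome biogenesis and 45 of 75 nucleolus genes rose (adjusted p = 0.576 and 0.576 with an estimated correlation), none of it independent evidence, as the lists were drawn from these arrays. Cytosolic heat shock proteins, which help proteins fold, rose in 9 and fell in 2 of 24 genes (median 0.22, with 10 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.399), and 5 of 9 genes listed under protein folding rose, such as the peptidyl-prolyl isomerase PPIH (1.31 ± 0.26), while the mitochondrial chaperone partner GRPEL1 fell (-1.14 ± 0.35). Ribosome biogenesis had a median of 0.60 against PS0 with the slide as a block, and of 0.61, 0.50 and 0.88 within the scan days; at spawning the list already stood above C0 (48 of 102 genes higher and 5 lower in PS0, with 56 higher and 5 lower adjusted over the list alone, adjusted p = 0.294 with an estimated correlation).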

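Mitochondrial ribosomal proteins, which translate the mitochondrial genome, did not gain as a group over spawning level in weeks 2 to 8: 6 of 70 genes rose and 20 fell against PS0 (median -0.16, with 6 higher and 20 lower adjusted over the list alone, camera adjusted p = 0.0231, and adjusted p = 0.669 with an estimated correlation). MRPL41 (-1.51 ± 0.16, adjusted p = 2.72e-11) and MRPL30 (-0.92 ± 0.15) fell, and MRPS10 (0.55 ± 0.16) and MRPS22 (0.42 ± 0.11) rose (adjusted p = 0.00473 and 0.00242, and 0.0534 and 0.0514 in the authors' table). Of the members left out of this count for a missing value, MRPL9 (0.75, limma adjusted p = 0.000316) and MRPL2 (0.48, adjusted p = 0.0305) rose, and MRPL12 and MRPL21 did not pass. Against weeks 16 to 33 the same early weeks were higher, in 47 of 70 genes, and lower in 2 (24 fish against 24, median 0.45, with 50 higher and 3 lower adjusted over the list alone, camera adjusted p = 4.19e-15, and adjusted p = 0.154 with an estimated correlation). Of the members left out, MRPL2 (0.61) and MRPL21 (0.54) were higher there, MRPL9 (-0.45) was lower and MRPL12 did not pass. The 42 measured genes that the paper's Additional file 3 groups under the mitochondrion rose in 12 cases and fell in 6 (median 0.22, camera adjusted p = 0.49), with rises of the purine synthesis enzyme ATIC (1.16 ± 0.20) and the glycine pathway enzyme DMGDH (1.86 ± 0.34) and falls of the mitochondrial elongation factor GFM1 (-0.80 ± 0.26) and of ECSIT, which assembles complex I (-0.92 ± 0.27); that list was drawn from these arrays and is not independent evidence. Within the scan days the median of the mitochondrial ribosomal proteins against PS0 was -0.23, -0.21 and -0.04, and with the slide as a block -0.20.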

Cluster II was also enriched with genes encoding components of mitochondria, such as genes encoding mitochondrial ribosomes. However, in contrast to cluster I, cluster II did not include genes involved in mitochondrial oxidative phosphorylation. 

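Oxidative phosphorylation had already fallen in weeks 2 to 8: 56 of 74 genes were lower than at spawning and 8 higher (24 fish against 8, median -0.63, with 8 higher and 56 lower adjusted over the list alone, camera adjusted p = 2.87e-18, and adjusted p = 0.18 with an estimated correlation). The complex I subunit NDUFA6 fell (-1.69 ± 0.15, adjusted p = 1.58e-13), as did the complex III subunit UQCRC2 (-1.47 ± 0.14, 1 other probe rose), while COX7A1 of complex IV rose (0.75 ± 0.18). Under quantile normalization the list's median was -1.11; within the scan days it was -0.55, -0.60 and -0.71, and with the slide as a block -0.60.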

Overall, cluster II was dominated by genes involved in cellular biosynthetic processes necessary for protein mass accretion (for details see Tables 1, 4 and 5; the list of genes that formed the major functional categories of cluster II are in Additional file 3).

**Table 4:** Genes upregulated 2 to 8 weeks after spawning (cluster II) and involved in ribosome biogenesis

Genes from cluster II involved in ribosome biogenesis	
5′-3′ exoribonuclease 2 (XRN2)	
BMS1, ribosome biogenesis factor (BMS1)	
FCF1 rRNA-processing protein (FCF1)	
G protein nucleolar 3 like (GNL3L)	
G protein nucleolar 3 (GNL3)	
GAR1 ribonucleoprotein (GAR1)	
HEAT repeat containing 1 (HEATR1)	
IMP3, U3 small nucleolar ribonucleoprotein (IMP3)	
IMP4 homolog, U3 small nucleolar ribonucleoprotein (IMP4)	
M-phase phosphoprotein 10 (MPHOSPH10)	
N-acetyltransferase 10 (NAT10)	
NHP2 ribonucleoprotein (NHP2)	
NIN1/PSMD8 binding protein 1 homolog (NOB1)	
NMD3 ribosome export adaptor (NMD3)	
NOP10 ribonucleoprotein (NOP10)	
NOP56 ribonucleoprotein (NOP56)	
NOP58 ribonucleoprotein (NOP58)	
POP1 homolog, ribonuclease P/MRP subunit (POP1)	
PWP2 periodic tryptophan protein homolog (yeast) (PWP2)	
RNA exonuclease 2 (REXO2)	
RNA terminal phosphate cyclase like 1 (RCL1)	
UTP14A small subunit processome component (UTP14A)	
UTP18, small subunit processome component (UTP18)	
UTP6, small subunit processome component (UTP6)	
WD repeat domain 3 (WDR3)	
WD repeat domain 36 (WDR36)	
WD repeat domain 43 (WDR43)	
casein kinase 2 alpha 1 (CSNK2A1)	
dyskerin pseudouridine synthase 1 (DKC1)	
eukaryotic translation initiation factor 6 (EIF6)	
fibrillarin (FBL)	
ribonuclease P/MRP subunit p38 (RPP38)

**Table 5:** Genes upregulated 2 to 8 weeks after spawning (cluster II) and involved in transcription and spliceosome

Genes from cluster II involved in transcription or spliceosome	
RNA polymerase I subunit A (POLR1A)	
RNA polymerase I subunit B (POLR1B)	
RNA polymerase I subunit C (POLR1C)	
RNA polymerase I subunit E (POLR1E)	
RNA polymerase II subunit E (POLR2E)	
RNA polymerase III subunit B (POLR3B)	
RNA polymerase III subunit E (POLR3E)	
RNA polymerase III subunit H (POLR3H)	
TWIST neighbor (TWISTNB)	
DEAD-box helicase 5 (DDX5)	
PHD finger protein 5A (PHF5A)	
RNA binding motif protein, X-linked (RBMX)	
elongation factor Tu GTP binding domain containing 2 (EFTUD2)	
heterogeneous nuclear ribonucleoprotein M (HNRNPM)	
peptidylprolyl isomerase E (PPIE)	
peptidylprolyl isomerase H (PPIH)	
peptidylprolyl isomerase like 1 (PPIL1)	
pre-mRNA processing factor 4 (PRPF4)	
small nuclear ribonucleoprotein polypeptide A’(SNRPA1)	
small nuclear ribonucleoprotein polypeptide A (SNRPA)	
small nuclear ribonucleoprotein polypeptide B2 (SNRPB2)	
small nuclear ribonucleoprotein polypeptide E (SNRPE)	
small nuclear ribonucleoprotein polypeptide F (SNRPF)	
small nuclear ribonucleoprotein polypeptides B and B1 (SNRPB)	
splicing factor 3a subunit 2 (SF3A2)	

### Cluster III: genes upregulated 4 to 13 weeks after spawning

Cluster III comprised approximately 300 unique genes. 

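The whole measured set of cytosolic ribosomal protein genes rose in weeks 4 to 13, 81 of 81, with 0 lower (mean of PS4, PS8 and PS13, 24 fish, minus PS0, 8 fish, median 1.39, with 81 higher and 0 lower adjusted over the list alone, camera adjusted p = 1.07e-59, and adjusted p = 0.109 with an estimated correlation). RPL39 rose by 1.84 (standard error 0.12, adjusted p = 9.21e-19), RPS27 by 1.88 ± 0.13 and RPL21 by 1.84 ± 0.13, all proteins of the ribosome itself. The 61 ribosomal genes that the paper lists for the cluster all rose (median 1.55, adjusted p = 0.00398 with an estimated correlation), a list drawn from these arrays and so not independent evidence. Per fish, the mean log2 signal of the list went from 7.79 ± 0.23 (SD, n = 8) in PS0 through 8.32 ± 0.43 in PS2 to 9.33 ± 0.15 in PS8 and 9.33 ± 0.25 in PS13, and back to 8.64 ± 0.15 in PS33, with 8.82 ± 0.21 in C0 and 8.50 ± 0.27 in C33; PS13 replicate 8 (8.77) lay below the other PS13 fish. The return is a change of its own: 67 of 81 genes were higher and 0 lower in weeks 4 to 13 than in PS33 (median 0.55, with 71 higher and 0 lower adjusted over the list alone, camera adjusted p = 9.97e-38, and adjusted p = 0.0813 with an estimated correlation). Quantile normalization brings the rise to a median of 0.52; with the slide as a block it was 1.36, and within the scan days 1.57, 1.22 and 1.38.

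**Figure D4:**
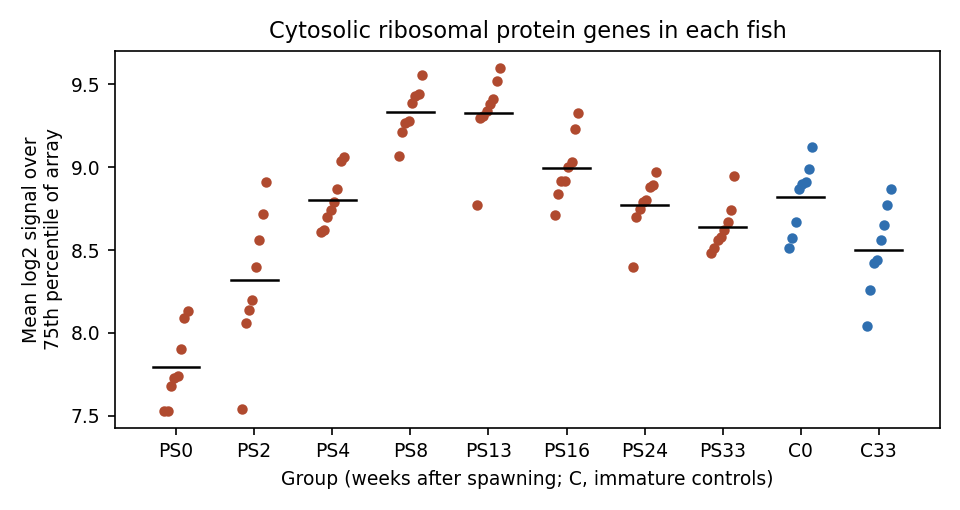
Mean log2 signal of the cytosolic ribosomal protein genes in each fish, relative to the array's 75th percentile (8 fish a group, the mean as a line).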

DAVID analysis of the eligible genes showed enrichment of this cluster with genes related to translation, most of which encode ribosomal subunits. Cluster III was also enriched with genes involved in protein folding mediated by the chaperonin-containing-T-complex. 

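The chaperonin that folds actin and tubulin gained RNA across its subunits in weeks 4 to 13: 13 of 14 genes of the complex and its partner prefoldin rose and 0 fell (24 fish against 8 at PS0, median 1.11, with 13 higher and 0 lower adjusted over the list alone, camera adjusted p = 3.77e-06, and adjusted p = 0.203 with an estimated correlation). CCT5 rose with the smallest p (2.00 ± 0.18, adjusted p = 3.17e-14), followed by TCP1 (1.51 ± 0.19), CCT8 (1.59 ± 0.22) and CCT4 (1.37 ± 0.19), all ring subunits. In 11 of 14 genes the level was above that of PS33, and in 0 below it (median 0.87, with 11 higher and 0 lower adjusted over the list alone, camera adjusted p = 1.44e-10, and adjusted p = 0.0813 with an estimated correlation). All 6 chaperonin and 8 protein folding genes of the paper's list rose (adjusted p = 0.0315 and 0.0315 with an estimated correlation), but the list comes from these arrays and is not independent evidence. The fixed list's median against PS0 was 1.10 with the slide as a block, and 1.28, 0.97 and 1.21 within the scan days.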

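MYOG, the transcription factor that drives myoblasts to differentiate, rose in weeks 4 to 13 after spawning (2.74 ± 0.26, adjusted p = 1.41e-13, 24 fish against 8), with 1 of its 2 other probes passing in the same direction. It was higher in these weeks than in PS33 (0.86 ± 0.26, adjusted p = 0.0137), and lower in PS0 than in C0 (-1.22 ± 0.39, adjusted p = 0.0275, and 0.0779 in the authors' table). Of 12 myogenic regulators measured over weeks 2 to 33, 5 rose and 1 fell (median 0.26, 0.13 under quantile normalization, with 5 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.503), including a rise of MEF2A, a cofactor of these factors (0.90 ± 0.18).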

Of note, cluster III contained myogenin the only myogenic regulatory factor found to be upregulated during the post-spawning period. Overall, cluster III was dominated by genes regulating protein biosynthesis and maturation for cell growth (for details see Tables 1 and 6; the list of genes that formed the major functional categories of cluster III are in additional file 4).

**Table 6:** Genes upregulated 4 to 13 weeks after spawning (cluster III) and involved in ribosome

Genes from cluste III involved in ribosome	
60S ribosomal protein L37 (RPL37)	
ribosomal protein L10 (RPL10)	
ribosomal protein L10a (RPL10A)	
ribosomal protein L11 (RPL11)	
ribosomal protein L12 (RPL12)	
ribosomal protein L13 (RPL13)	
ribosomal protein L13a (RPL13A)	
ribosomal protein L14 (RPL14)	
ribosomal protein L15 (RPL15)	
ribosomal protein L18 (RPL18)	
ribosomal protein L18a (RPL18A)	
ribosomal protein L19 (RPL19)	
ribosomal protein L21 (RPL21)	
ribosomal protein L22 (RPL22)	
ribosomal protein L23 (RPL23)	
ribosomal protein L24 (RPL24)	
ribosomal protein L27 (RPL27)	
ribosomal protein L27a (RPL27A)	
ribosomal protein L29 (RPL29)	
ribosomal protein L3 like (RPL3L)	
ribosomal protein L3 (RPL3)	
ribosomal protein L30 (RPL30)	
ribosomal protein L31 (RPL31)	
ribosomal protein L32 (RPL32)	
ribosomal protein L34 (RPL34)	
ribosomal protein L34 (RPL34)	
ribosomal protein L35 (RPL35)	
ribosomal protein L35a (RPL35A)	
ribosomal protein L39 (RPL39)	
ribosomal protein L4 (RPL4)	
ribosomal protein L5 (RPL5)	
ribosomal protein L6 (RPL6)	
ribosomal protein L7a (RPL7A)	
ribosomal protein L8 (RPL8)	
ribosomal protein L9 (RPL9)	
ribosomal protein S10 (RPS10)	
ribosomal protein S11 (RPS11)	
ribosomal protein S12 (RPS12)	
ribosomal protein S13 (RPS13)	
ribosomal protein S14 (RPS14)	
ribosomal protein S15 (RPS15)	
ribosomal protein S15a (RPS15A)	
ribosomal protein S16 (RPS16)	
ribosomal protein S17 (RPS17)	
ribosomal protein S18 (RPS18)	
ribosomal protein S19 (RPS19)	
ribosomal protein S2 (RPS2)	
ribosomal protein S20 (RPS20)	
ribosomal protein S23 (RPS23)	
ribosomal protein S26 (RPS26)	
ribosomal protein S27 (RPS27)	
ribosomal protein S3 (RPS3)	
ribosomal protein S3A(RPS3A)	
ribosomal protein S4, X-linked (RPS4X)	
ribosomal protein S5 (RPS5)	
ribosomal protein S6 (RPS6)	
ribosomal protein S8 (RPS8)	
ribosomal protein S9 (RPS9)	
ribosomal protein SA (RPSA)	
ribosomal protein lateral stalk subunit P0 (RPLP0)	
ribosomal protein lateral stalk subunit P1 (RPLP1)	
ribosomal protein lateral stalk subunit P2 (RPLP2)	

### Cluster IV: genes upregulated 8 to 24 weeks after spawning

Cluster IV contained approximately 940 unique genes. 

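By weeks 8 to 24 the muscle had regained RNA of most enzymes from glucose to pyruvate: 28 of 32 glycolysis genes rose and 1 fell (mean of PS8, PS13, PS16 and PS24, 32 fish, minus PS0, 8 fish, median 1.83, with 29 higher and 2 lower adjusted over the list alone, camera adjusted p = 3.51e-19, and adjusted p = 0.134 with an estimated correlation). Phosphofructokinase, the gatekeeper of the pathway (PFKP, 5.29 ± 0.34, adjusted p = 2.63e-19), the muscle enolase ENO3 (4.20 ± 0.28), the kinase PGK2 (3.25 ± 0.24) and the aldolase ALDOC (1.74 ± 0.13) rose. HK2, which traps glucose in the cell, fell (-1.52 ± 0.27, adjusted p = 3.26e-06), though 2 of its other probes rose. It was lower after 33 weeks in immature fish too (C33 against C0, -1 ± 0.21). All 23 measured genes of the paper's list rose (median 2.39, adjusted p = 0.0123 with an estimated correlation), a list drawn from these arrays and not independent evidence. The mean log2 signal per fish climbed from 4.66 ± 0.45 (SD, n = 8) in PS0 through 5.95 ± 0.53 in PS2 and 6.17 ± 0.54 in PS4 to 6.96 ± 0.25 in PS13. Much of the rise thus came before week 8. The signal was 6.62 ± 0.18 in PS33, against 6.38 ± 0.16 in C0 and 6.50 ± 0.18 in C33. PS16 replicate 8, at 6.48, lay below the other PS16 fish. Blocked by slide, the list's median was 1.88, within the scan days 2.01, 1.52 and 2.03, and with normexp and quantile normalization 1.11.

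**Figure D5:**
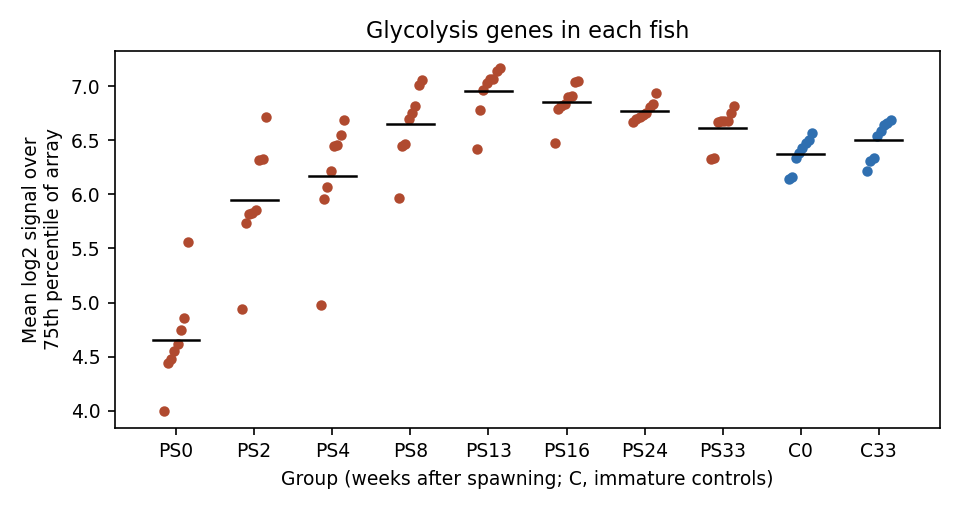
Mean log2 signal of the glycolysis genes in each fish, relative to the array's 75th percentile (8 fish a group, the mean as a line).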

In agreement with the downregulation of genes involved in aerobic ATP production after spawning, cluster IV was highly enriched with genes involved in glycolysis. Cluster IV was also enriched with genes regulating amino acid biosynthesis and genes involved in the formation of extracellular matrix or encoding components of sarcomeres such as myosins and troponins. 

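Collagens, other matrix proteins and the fast sarcomere stood above their level at spawning in weeks 8 to 24, whereas genes of amino acid synthesis split between rises and falls (32 fish against 8 at PS0). Such a difference does not date the rise: the mean log2 signal of collagens per fish was 0.16 ± 0.18 (SD, n = 8) in PS0, 0.9 ± 0.18 in PS4 and 1.03 ± 0.23 in PS8. Of 30 genes of amino acid synthesis and its regulator ATF4, 8 rose and 10 fell (median 0.01, -0.06 under quantile normalization with or without normexp, -0.03 within the first scan day and -0.11 in the authors' table, with 10 higher and 10 lower adjusted over the list alone, camera adjusted p = 0.8): the arginine pathway enzyme ASS1 (2.38 ± 0.16, adjusted p = 1.18e-18), the folate enzyme MTHFD2 (4.64 ± 0.43) and the methionine enzyme MAT1A (at least 5.98-fold) rose, and the arginase ARG2 (-2.60 ± 0.28), the stress gene TRIB3 (-3.25 ± 0.36) and BCKDHA, which breaks down branched-chain amino acids (-1.26 ± 0.15), fell. Collagens rose in 22 of 29 genes and fell in 0 (median 0.85, with 22 higher and 0 lower adjusted over the list alone, camera adjusted p = 1.15e-05, and adjusted p = 0.174 with an estimated correlation), with COL18A1 of basement membranes (2.11 ± 0.24, adjusted p = 4.05e-11) and COL6A1 (1.84 ± 0.21) among them, and other matrix genes in 34 of 54, with 3 down (median 0.77, with 34 higher and 3 lower adjusted over the list alone, camera adjusted p = 2.36e-06, and adjusted p = 0.174 with an estimated correlation), such as the basement membrane laminin LAMB1 (at least 4.88-fold) and periostin, POSTN (3.04 ± 0.26), against the protease inhibitor TIMP3 (-1.69 ± 0.20). Markers of fibroblasts rose with them (9 of 13, median 0.59, from 0.19 to 1.09 within the scan days, with 9 higher and 0 lower adjusted over the list alone, adjusted p = 0.183 with an estimated correlation), and markers of macrophages and granulocytes rose in 10 and fell in 1 of 16 (median 0.54, with 10 higher and 1 lower adjusted over the list alone, adjusted p = 0.173); PS16 replicate 8 and PS13 replicate 8 had the lowest collagen scores of their groups (0.78 and 0.57). In the fast sarcomere 29 of 36 genes rose and 3 fell (median 1.06, 0.13 under quantile normalization, with 30 higher and 3 lower adjusted over the list alone, camera adjusted p = 1.88e-08, and adjusted p = 0.185 with an estimated correlation), with rises of the M-band protein MYOM2 (2.16 ± 0.22, adjusted p = 1.06e-12), the myosin heavy chain MYH4 (2.27 ± 0.26) and the light chain MYL1 (1.54 ± 0.18) and falls of the Z-disc proteins MYOZ3 (-2.72 ± 0.27) and TCAP (-2.51 ± 0.40); the paper's troponin list includes TNNI3 (2.30 ± 0.26). White fibre genes of calcium handling, such as the release channel RYR1 (1.65 ± 0.17), rose in 12 and fell in 0 of 16 (median 0.95, 0.15 under quantile normalization, with 12 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.000166, and adjusted p = 0.197 with an estimated correlation), and markers of slow red fibres in 7, with 1 down, of 13 (median 0.63, with 7 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0687). Every measured gene of the paper's lists rose (22 for amino acids, 25 for the matrix, 9 for myosins and 5 for troponins, adjusted p = 0.00369, 0.0179, 0.0155 and 0.0422 with an estimated correlation), lists drawn from these arrays and not independent evidence. With the slide as a block the medians of collagens, other matrix and fast sarcomere were 0.77, 0.77 and 1.08, and within the scan days they ran from 0.64 to 1.09, from 0.60 to 1.02 and from 0.68 to 1.29. In immature fish TRIB3 was lower after 33 weeks too (C33 against C0, -2.53 ± 0.33). TCAP was also lower there (-1.46 ± 0.26), and COL6A1 (0.95 ± 0.19) and POSTN (1.1 ± 0.24) were higher, though these 3 did not pass with the slide as a block.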

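Genes that act in mitosis and DNA replication rose from a low level at spawning to weeks 8 to 24 (32 fish against 8). SPC25, which ties chromosomes to the spindle, rose at least 9.73-fold (adjusted p = 7.53e-16) and was well above background in 1 of 8 PS0 fish and 29 of 32 later fish; the separase inhibitor PTTG1 (at least 9.47-fold) and the replication licensing factor CDC6 (1.57 ± 0.15) rose too. Of 52 cell cycle genes 32 rose and 6 fell (median 0.79, 0.36 with normexp and quantile normalization, with 33 higher and 6 lower adjusted over the list alone, camera adjusted p = 1.15e-05, and adjusted p = 0.174 with an estimated correlation), the falls including TYMS, which makes thymidylate for DNA (-2.40 ± 0.44), and HMGB2, a chromatin protein of dividing cells (-0.81 ± 0.14). The 17 cell division and 16 cell proliferation genes of the paper's list all rose (adjusted p = 0.00369 and 0.00369 with an estimated correlation), a list drawn from these arrays and not independent evidence. The fixed list had a median of 0.73 with the slide as a block and of 0.85, 0.60 and 0.82 within the scan days; a slice of muscle holds several cell types, and the arrays do not say in which of them these genes rose.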

Finally, cluster IV contained many genes involved in cell proliferation and division. Overall, cluster IV was dominated by genes regulating glycolysis, cell cycle-related genes and genes encoding structural components of myofibres (for details see Tables 1 and 7; the list of genes that formed the major functional categories of cluster IV are in Additional file 5).

**Table 7:** Genes upregulated 8 to 24 weeks after spawning (cluster IV) and involved in glycolysis/ neoglucogenesis

Genes from cluster IV involved in glycolyse/neoglucogenesis	
aldehyde dehydrogenase 2 family (mitochondrial) (ALDH2)	
aldolase, fructose-bisphosphate A (ALDOA)	
aldolase, fructose-bisphosphate B (ALDOB)	
aldolase, fructose-bisphosphate C (ALDOC)	
enolase 1 (ENO1)	
enolase 2 (ENO2)	
enolase 3 (ENO3)	
fructose-bisphosphatase 1 (FBP1)	
fructose-bisphosphatase 2 (FBP2)	
glucose-6-phosphate isomerase (GPI)	
glyceraldehyde-3-phosphate dehydrogenase (GAPDH)	
hexokinase 1 (HK1)	
lactate dehydrogenase A (LDHA)	
lactate dehydrogenase B (LDHB)	
phosphofructokinase, liver type (PFKL)	
phosphofructokinase, muscle (PFKM)	
phosphofructokinase, platelet (PFKP)	
phosphoglucomutase 1 (PGM1)	
phosphoglycerate kinase 1 (PGK1)	
phosphoglycerate kinase 2 (PGK2)	
phosphoglycerate mutase 1 (PGAM1)	
phosphoglycerate mutase 2 (PGAM2)	
pyruvate kinase, muscle (PKM)	
triosephosphate isomerase 1(TPI1)	

### A specific muscle transcriptional programme is associated with post-spawning fillet quality recovery

To further characterize the specificity of the transcriptional programme associated with fillet yield and flesh quality recovery after spawning, we compared it (i.e. that of clusters II + III + IV) with that induced by a fasting-refeeding schedule [13] and that associated with the hyperplastic growth area of the late trout embryo myotome as identified using laser capture microdissection and microarray analysis [12]. A Venn diagram (Fig. 2) showed that the transcriptional programme associated with fillet yield and flesh quality recovery included approximately 700 specific overexpressed genes that were not found to be upregulated in muscle from fasted/refed trout or in hyperplastic growth zones. DAVID analysis showed that the most enriched functional categories for the genes that were specifically upregulated after spawning were related mainly to ribosomal proteins and glycolysis. Interestingly, many genes found to be overexpressed in hyperplastic growth zones and involved in myofiber production [12], notably, genes encoding canonical myogenic transcriptional regulators such as Pax3, Pax7, MyoD1a, MyoD1b, myf5 and mrf4 and genes encoding membrane receptors regulating myogenic cell fusion such as M-cadherin, Brother of CDO, protogenin, Jamb and Kin of Irre-like 3, were not upregulated after spawning. Additionally, most of the myosins and tropomyosins specific to nascent myofibres that form in hyperplastic growth zones of the prehatching trout myotome were not found to be overexpressed after spawning. 

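Genes of muscle stem cells and of myoblast fusion gave a mixed picture after spawning (weeks 2 to 33 against PS0, 56 fish against 8). PAX3 (-0.14 ± 0.17, adjusted p = 0.54), PAX7 (0.44 ± 0.34, adjusted p = 0.295), MYOD1 (-0.22 ± 0.15, adjusted p = 0.247) and MYF5 (-0.42 ± 0.18, adjusted p = 0.0527), which specify and hold the myogenic lineage, did not pass, and neither did the adhesion genes PRTG (0.01 ± 0.30, adjusted p = 0.986, -0.25 under quantile normalization), PRTGB (-0.13 ± 0.22, adjusted p = 0.672) and KIRREL3 (-0.36 ± 0.22, adjusted p = 0.174). PAX7 and PRTG were each well above background in only 27 of 56 later fish and 4 of 8 at spawning, so their values say little about a change. MYF6, also called mrf4, fell (-1.07 ± 0.17, adjusted p = 3.39e-07), and MYF5 passes as a fall in the authors' table (adjusted p = 0.0403) and with the slide as a block (adjusted p = 0.024). A second trout MyoD, MYOD2 (0.61 ± 0.19, adjusted p = 0.0074), M-cadherin (CDH15, 0.56 ± 0.17, adjusted p = 0.00445), BOC (0.80 ± 0.25, adjusted p = 0.0058) and the fusion protein myomaker (TMEM8C, 1.79 ± 0.25, adjusted p = 2.57e-08) rose; TMEM8C had been lower in PS0 than in C0 (-2.02 ± 0.30, adjusted p = 8.12e-05). MYOD2 does not pass in the authors' table (adjusted p = 0.062), nor CDH15 and BOC with normexp and quantile normalization (adjusted p = 0.0656 and 0.11). No measured probe carried the names JAM2 or MYMX. Of 13 fusion and adhesion genes 7 rose and 0 fell (median 0.56, 0.15 with normexp and quantile normalization, with 7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0722), and of 9 satellite cell markers 3 rose and 1 fell (median 0.42, with 3 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.503); the coreceptor CDON (1.36 ± 0.22) and the slit-diaphragm protein NPHS1, which also acts in fusion (1.53 ± 0.17), rose. By averaging over 7 groups this test detects smaller changes than the 3-fold range the paper asked for: among the genes named here that rose, TMEM8C alone exceeds a mean change of 3-fold (3.46-fold).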

Overall, a muscle transcriptional programme promoting anaerobic ATP production, myofibre hypertrophic growth and extracellular matrix remodelling, but not new myofibre formation, was associated with post-spawning fillet quality recovery.

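Among the largest rises of weeks 8 to 24 in genes whose groups do not overlap were those of the cartilage-type collagen COL10A1 (at least 43.8-fold, adjusted p = 1.75e-08, 32 fish against 8 at PS0, of which 2 lay well above background), of GADL1, a decarboxylase of the beta-alanine pathway (5.49 ± 0.48, 1 other probe fell), and of the serine protease PRSS35 (at least 27.2-fold). Limma called 10082 probes higher and 8646 lower in these weeks than at spawning; 53.8 percent of the calls were thus higher, 48.3 percent under quantile normalization, 47.5 percent with normexp as well and 44.7 percent in the authors' table, which moves the median of all probes by -0.11. From genes of glycolysis, growth and matrix that rose while regulators of new fibres did not, the paper concludes that recovery of fillet quality goes with energy production without oxygen, growth of existing fibres and remodelling of the matrix, and not with the formation of new fibres. Fibre size and number are not measured by these arrays.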

**Fig. 2:**
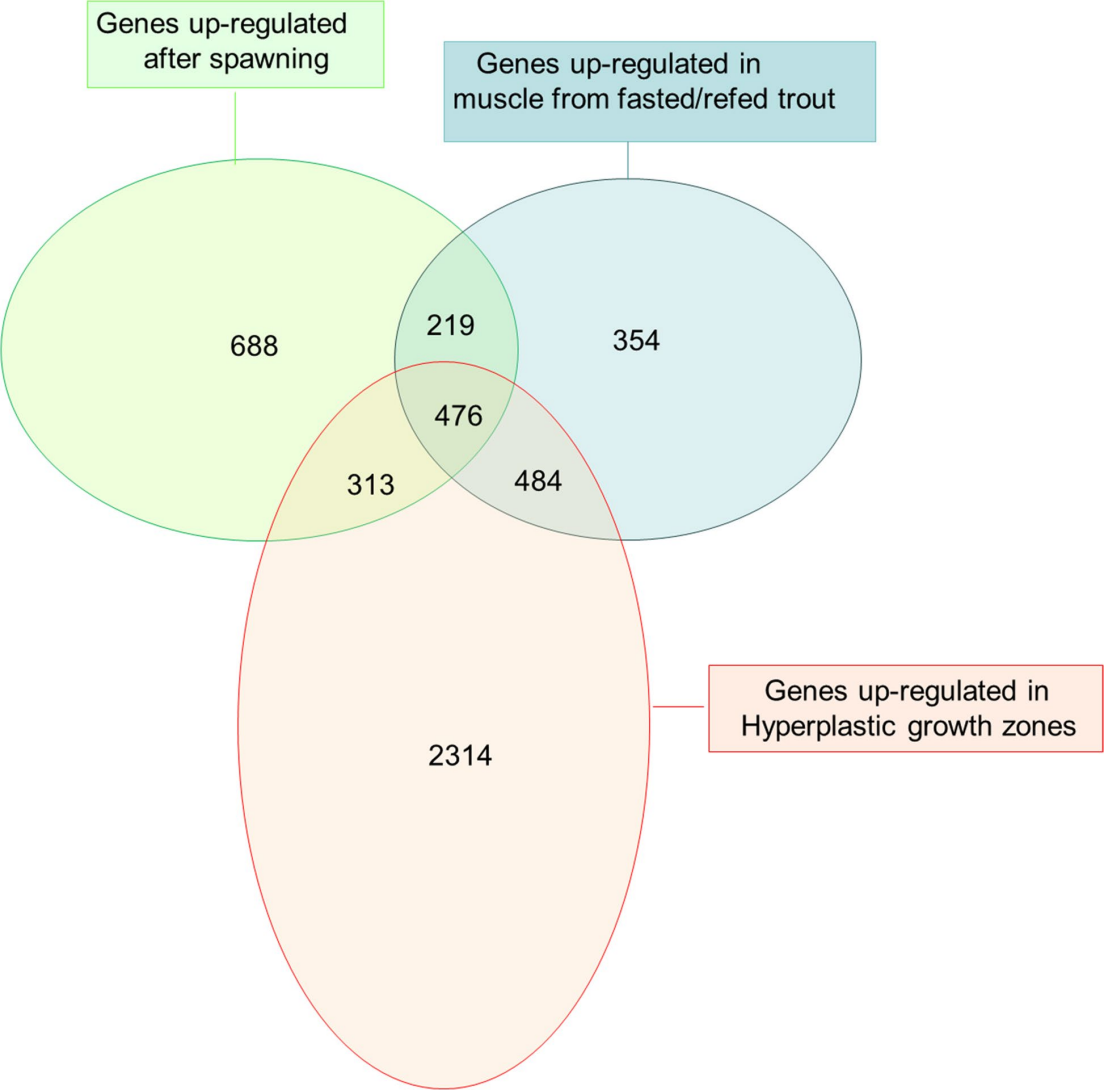
Venn diagram representing the distribution of genes upregulated in muscle during post spawning recovery, after refeeding following fasting and in the superficial hyperplastic growth zones of the myotome in late trout embryos. Approximately 700 genes were found to be specifically upregulated during post-spawning muscle recovery

## Discussion

Sexual maturation causes loss of fish muscle mass and deterioration of fillet quality attributes that prevent market success. We recently showed that fillet yield and flesh quality in mature female trout that have spawned can evolve to become similar to those of control immature female trout [11]. In this study, to gain insights into the molecular mechanisms regulating fillet quality recovery, we examined the evolution of the muscle transcriptome in female trout after spawning. Consistent with post-spawning flesh quality recovery, we observed that the muscle transcriptome after spawning evolved to eventually become similar to that of trout that did not experience spawning. In keeping with this evolution, the muscle transcriptome after spawning exhibited gradual downregulation (cluster I) of a large set of genes previously shown to be overexpressed in the muscle tissues of mature fertile female trout compared to those of immature and/or triploid sterile female trout [7–9, 14]. Specifically, we observed sharp decreases in the expression of genes involved in muscle proteolysis and especially in the expression of genes regulating the ubiquitin-proteasome pathway, involved in autophagy or encoding lysosomal proteases. This suggests that a decrease in protein breakdown is essential for muscle mass gain and quality recovery after spawning. Additionally, we observed downregulation of genes involved in mitochondrial energetic metabolism, such as genes of the TCA cycle, the respiratory chain and mitochondrial ATP synthesis. Conversely, genes involved in the cytosolic glycolysis pathway were upregulated during the post-spawning recovery period (cluster IV). In line with this shift in energy metabolism to become increasingly anaerobic, we also observed decreased abundance of transcripts involved in mitochondrial fatty acid oxidation (cluster I), a pathway that fuels aerobic ATP production. Surprisingly, only very few genes involved in the biosynthesis of fatty acids were found to be upregulated in muscle after spawning. This finding, however, is in line with studies reporting that endogenous lipids are synthesised mainly in the liver before being transported to peripheral tissues such as muscle [15].

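Of 18 measured genes of fatty acid synthesis, 8 rose after spawning, 1 fell and 9 did not pass (weeks 2 to 33 against PS0, 56 fish against 8, median 0.22, with 8 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.331). ACACA, the enzyme that commits carbon to fatty acids, rose (1.93 ± 0.43, adjusted p = 0.000163), as did the elongase ELOVL5 (adjusted p = 0.000104), which was well above background in 29 of 56 later fish and 2 of 8 at spawning; the acetyl-CoA synthetase ACSS2 fell (-0.86 ± 0.21, 1 other probe rose). Marker genes of adipocytes rose in 5 and fell in 1 of 12 (median 0.43, with 5 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.246), with the fat hormone ADIPOQ at 0.63 ± 0.18, adjusted p = 0.00369. The slices hold fat cells and muscle fibres together, so these values do not tell in which cells the genes rose.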

We have previously reported that muscle firmness decreases during the post-spawning period [11]. Our transcriptomic analysis showing parallel downregulation (cluster I) of genes encoding proteasome components and genes encoding intracellular proteases such as lysosomal cathepsins is in line with a previous report that positively correlated salmon flesh firmness and the expression of genes belonging to these functional categories [16]. However, this finding contrasts with previous works reporting higher rates of protein degradation in fillets with low firmness than in fillets with high firmness [6, 17–19]. With regards to these discrepancies, one must keep in mind that firmness results from multifactorial interactions [20]. It is likely that, in agreement with many studies documenting softer flesh in fattier fish [21–23], fat accumulation occurring after spawning [11] contributes to the increase in flesh softness observed during this period. To explain the effects of adiposity on flesh firmness, it has been proposed that muscle fibres embedded with large amounts of fat easily slide across each other and hence offer less force of resistance to compression [24]. In addition, it is worth mentioning that the lipid content of the muscle is also thought to influence flavour and “juiciness” , both of which are major traits of flesh quality in fish [19, 25].

A striking feature of the transcriptomic signature following spawning is the upregulation (cluster IV) of a large set of genes encoding structural components such as extracellular matrix proteins that form the intricate matrix network surrounding individual myofibres and blocks of myofibres and sarcomeric proteins that assemble to generate contractile myofilaments. The overexpression of extracellular matrix proteins during the post-spawning period is likely to contribute to muscle structure rebuilding and concurrent flesh quality recovery. In keeping with this latter point, the amount and composition of the extracellular matrix have been reported to be determinants of textural quality [20]. Thus, some studies have reported a positive association between fillet firmness and collagen content [26–29]. In contrast to these studies, but in agreement with those by Moreno et al. [30] and Larsson et al. [16], we did not observe in our study that extracellular matrix component overexpression was associated with flesh firmness. However, it is important to point out that not only the amounts of extracellular matrix components but also the levels of cross-linkage between them impact textural properties [31, 32].

The overexpression of contractile protein-encoding genes (cluster IV) and the enrichment in functional categories related to protein biosynthesis and maturation (cluster II) suggest that accretion of protein mass occurs in muscle fibres after spawning. Further supporting the view of hypertrophic growth of muscle fibres, we also found (cluster II) strong enrichment of genes stimulating ribosome biogenesis, a crucial mechanism used by skeletal muscle to regulate protein synthesis and control muscle mass [33]. Our observation showing that post-spawning hypertrophic growth is associated with a decrease in flesh firmness is consistent with the findings of previous studies establishing a relationship between muscle fibre density and firmness [20]. Interestingly, most functional categories inferred for genes upregulated in muscle after spawning and related to muscle hypertrophic growth have also been reported to be activated in muscle from refed trout after 1 month of fasting [13, 34]. However, the number of differentially expressed genes after spawning is more important than that found after refeeding. This finding suggests that muscle damage induced by sexual maturation and egg production is more important than that provoked by fasting and that its reversal involves a more drastic transcriptional response. Regardless, during the post-spawning period, as in the course of a fasting/refeeding schedule [13], most of the genes regulating hyperplastic growth or encoding contractile proteins specific to nascent trout myofibres were not overexpressed. This suggests that the production of new myofibres in trout adulthood is not stimulated during muscle remodelling following muscle mass loss. This feature contrasts with the situation in trout muscle regeneration, during which a large part of the transcriptional programme underlying muscle hyperplasia is reactivated [35]. An in situ visualization of differentiating myocytes expressing myomaker and/or myomixer, two essential muscle-specific fusion proteins recently discovered in vertebrates, including fish [36], would definitively confirm the absence of hyperplastic growth resumption after spawning. Cell cycle-related genes were found to be upregulated after spawning (Cluster IV). It is then tempting to speculate that myogenic progenitors proliferate after spawning to enable myonuclear accretion necessary for muscle fibre hypertrophy. In keeping with this point, it is interesting to note that myogenin, a myogenic factor regulating vertebrate myogenic differentiation, has recently been shown to be essential for myonuclear accretion and proper muscle fibre growth in fish [37]. Our observation that myogenin (and not others myogenic regulatory factors such as Myod1a, Myod1b, myf5 and mrf4) was transiently upregulated after spawning could be related to a specific role of myogenin in post-spawning muscle fibre hypertrophy.

## Conclusion

In this study, we show that the recovery of fillet yield and flesh quality that follows trout spawning is associated mainly with dynamic transcriptional changes promoting anaerobic ATP production, muscle fibre hypertrophic growth and extracellular matrix remodelling. Many genes from the post-spawning transcriptional signature are potentially important determinants for fish muscle growth and/or flesh quality. As such, they deserve further expression and functional analyses and could be assessed for use in marker-assisted selection of trout with superior muscle yield and fillet quality traits.

## Methods

### Fish sampling and experimental design

The fish used in this study have been previously described [11]. Diploid female rainbow trout *(Oncorhynchus mykiss)* from the same autumnal strain cohort were reared in the INRAE’s experimental facilities (PEIMA, Sizun) France). After ovulation and stripping, females that spawned on the same date were placed into a circular 2-m-diameter tank randomly chosen containing 2 m^3^ of water. A total of nine experimental groups of post-spawning fish were created. The fish were fed the same diet throughout the course of the trial. During sampling, post-spawning fish (*n* = 20) from the same tank were sequentially slaughtered at 0, 1, 2, 4, 8, 13, 16, 24, and 33 weeks after ovulation. Immature (control) female trout (*n* = 20) belonging to the same cohort as trout that experienced spawning were also sampled at the beginning (C0) and at the end (C33) of the experiment. At slaughter, the fish were anaesthetized with Tricaine Pharmaq (5 g/100 L) in a 500 L tank, killed by a blow to the head, and then bled by gill cutting. After death, quality parameters of the fish were measured, and a slice of white skeletal muscle was carefully dissected from the dorsal region of the musculature, frozen in liquid nitrogen and stored at − 80 °C until RNA extraction. Muscle tissues of eight trout at different post-spawning (PS) timepoints (PS0, PS2, PS4, PS8, PS13, PS16, PS24, PS33) as well as muscle tissues of eight control (immature) trout (C0 and C33) were subjected to RNA extraction and transcriptome analysis. The fish used for transcriptome analyses were selected on the basis of their carcass weight which had to be similar to the median value of the group to which they belonged.

### RNA extraction, labelled cRNA generation and hybridization

Total RNA extraction was performed using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) reagent following the manufacturer’s instructions. RNA integrity was assessed with an Agilent 2100 Bioanalyzer. Cy3-labelled cRNA generation and hybridization were performed as previously described [12]. Hybridizations were carried out using Agilent 8x60K high-density oligonucleotide microarray slides (GEO platform record: GPL15840) [12].

### Data acquisition and analysis

Hybridized slides were rinsed and scanned at a 3-μm thickness with an Agilent DNA Microarray Scanner. Fluorescence intensity was calculated using the standard procedures found in Agilent Feature Extraction (FE) software 10.7.3.1. The arrays were normalized and log-transformed using GeneSpring software (version 14.9). An unpaired t test (Benjamini-Hochberg-corrected *p*-val < 0.05) was used to specifically compare the muscle transcriptome of trout that had just spawned (PS0) with that of control trout (C0) and to compare the muscle transcriptome of trout at 33 weeks post-spawning (PS33) with that of 33 week control trout (C33). A one-way ANOVA (Benjamini-Hochberg method with an FDR < 0.05) and a fold change > 3 were used as the criteria for defining genes whose expression levels were significantly different across all the samples (i.e. PS0, PS2, PS4, PS8, PS13, PS16, PS24, PS33) examined. For clustering analysis, the data were median-centred and average linkage clustering was carried out using CLUSTER software (version 3.0). The clusters were visualized with TreeView (version 1.1.6r4) [38]. GO enrichment analysis of the DEG list from each cluster was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, 6.8) software tools [39, 40].

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

Gene expression data supporting this article are available in the Genexpression Omnibus (GEO) repository under the accession number: GSE165933: https://www.ncbi.nlm.nih.gov/search/all/?term=GSE165933

How the deposited data were processed for this re-analysis (not part of the article)

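The files hold 80 one-colour microarrays of white muscle from female rainbow trout, 8 fish in each of 10 groups: fish at spawning (PS0) and in 7 later groups named by their week, from PS2 to PS33, and immature fish of the same cohort at the first and the last week (C0 and C33). Each array was hybridised with Cy3-labelled RNA of one fish, and the authors read the spot intensity with Agilent Feature Extraction 10.7.3.1, which subtracts background and removes spatial trends within an array. For each spot the deposited scanner output gives this processed signal (intensity), the raw mean signal (intensity) and the local background intensity; the processed signal was used, and the raw values entered 1 alternative only. The authors' table, made with GeneSpring, holds normalized log2 values; for probes spotted once these equal, on every array, the log2 of the processed signal plus a constant (SD of the difference at most 3.7e-07), while probes spotted more than once differ from their averaged log2 signal by up to 6.6039 beyond that constant, with all arrays at a median of 4.82. The table served as an alternative scaling.

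Of 62976 spots 61657 are not controls; control spots and spots marked as outliers by the scanner software were left out, and the 1462 probes spotted more than once were averaged, which left 60194 probes with a row in the authors' table. Values are log2 of the processed signal minus the array's 75th percentile. A probe was tested where its signal lay well above background on at least 6 of 8 arrays of at least 1 group fitted. Gene symbols came from the array's annotation, for 43933 probes through the matched gene of another species, and from the paper's Additional files; 45312 probes carry 15103 symbols in all, and probes without a symbol were tested but not counted as genes.

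Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, and p values were adjusted by Benjamini-Hochberg over all probes tested, with a threshold of 0.05. PS0 against C0, PS33 against C33 and C33 against C0 were each fitted on their own 16 arrays, and the difference between the changes of spawned and immature fish over 33 weeks on 32 arrays. The 64 arrays after spawning were fitted together: limma's F test over the 8 groups, with more than 3-fold between the highest and lowest group mean, and contrasts of the weeks that the paper gives for each cluster against PS0 (weeks 2 to 33, 2 to 8, 4 to 13 and 8 to 24), each group weighing the same. A pair of further contrasts set weeks 2 to 8 against weeks 16 to 33 and weeks 4 to 13 against week 33. Probes that changed were clustered by average linkage on 1 minus the Pearson correlation. Figures were drawn in Python 3.11 with matplotlib 3.10.9.

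Lists of genes by function and by cell type were written before the data were examined and tested with camera over the brightest probe of each gene, at a preset correlation of 0.01 between genes and again with the estimated one, and with fry. The p values were adjusted over the lists of a comparison. Several lists cover functions that the paper names for its clusters, and the weeks of the contrasts are those the paper drew from these arrays. Their direction in those weeks is thus not fully independent of the data. Members with a missing value on an array fitted were left out of list tests and counts (3 over all lists for PS0 against C0, 2 for C33 against C0 and 14 after spawning). Bounds on folds of genes that were dim on most, but not all, arrays of a group were added after the data were seen. Tests of lists in the contrasts with late weeks and in the difference between the changes of spawned and immature fish were added after the data were seen. The groups of genes in the paper's Additional files were drawn from these same arrays, so their tests are no independent evidence. The text names the genes the paper names, in each comparison with PS0 or between controls the 10 largest rises and falls among called genes whose groups do not overlap, and in each list the members with the 4 smallest p values with up to 3 that move against them; MYOD2, PRTGB and TMEM8C were added to these as other names or copies of genes the paper names, and some genes that the rule selects are not reported here. Alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization alone, the percentile over detected probes, the authors' table, other filters on dim probes, array weights, slide or scan day as a block, the methods' tests, other fold and p thresholds and other ways of clustering. The tests were tried on simulated arrays, drawn from each probe's own mean and spread and independently between genes. Of probes given a 4-fold change, limma recovered 60 of 66 between PS0 and C0, and 56 of 66 between C33 and C0, and of those given a 2-fold change 33 of 67 and 38 of 67. Flesh quality, fish weight and histology are not given in the sources used here, and the comparison with another study's gene list was not analysed here.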

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

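Of the tests in this part, the 3 that weigh the fall of proteasome genes in controls were chosen only after that result was seen, as was the comparison without C33 replicate 17.

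Immature fish changed as well over the 33 weeks, a comparison the paper does not report: limma called 2972 of 35492 probes between C33 and C0, and 33 of 43 proteasome genes were lower and 0 higher in C33 (median -1.43, with 0 higher and 36 lower adjusted over the list alone, camera adjusted p = 1.58e-34, and adjusted p = 0.327 with an estimated correlation), among them the cap subunits PSMD6 (-2.49 ± 0.22, adjusted p = 1.01e-05) and PSMD11 (-2.25 ± 0.23). With the slide as a block 28 of 43 were lower. Scaling as the whole cause is argued against by a median of -1.21 under the scaling that brings it nearest to 0, and slide or scan day by one of -1.16 in the block or scan day nearest to 0. A change over the weeks that spawned fish share remains a candidate explanation: in PS33 the list lay at -1.66 against PS0, with 39 of 43 members lower. Without C33 replicate 17 the median was -1.37 and 32 members were lower. Season and age differ between the weeks and were not tested.

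Cytosolic ribosomal proteins, lower in PS0 than in C0, are measured by bright probes, and PS0 arrays were brighter than C0 arrays. Compression of bright spots is argued against by genes of like signal: the median over members of the difference (log2) from the 10 genes nearest in signal was -0.69, with the median of the list at -1.03 and that of its matched genes at -0.35, and 74 of 82 members below their match. Scaling that depends on intensity is argued against by the same median over members, -0.74 after quantile normalization (median of the list on its own -0.33, matched genes 0.20). An effect of spawning itself stays open as a hypothesis, and how far the list fell depends on the scaling.

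PS16 replicate 8 stood apart from the other PS16 fish by its spawning score (0.36), its glycolysis score (6.48) and its collagen score (0.78), in the direction of earlier weeks. An array of an earlier week under a wrong label stays open as a candidate explanation: its median correlation was higher with 2 of 4 earlier groups (PS8 0.954, PS4 0.9491) than with the other PS16 arrays (0.9458), but it was so with the later PS24 too (0.9492), so the correlation does not single out earlier weeks; a fish that lagged behind would give the same, and 1 of the 7 others, replicate 14, is also closer to an earlier group. The slide is argued against, as 3 of 7 other arrays on it lay above their group's mean score, and weak hybridisation by 64.8 percent of its probes well above background (other PS16 arrays 49.2 to 69.3), though the array was brighter before scaling (75th percentile 7.80) than the others (6.06 to 7.29), which was not weighed further. Without it the time course calls 6418 probes and weeks 8 to 24 against PS0 18765.

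Other fish far from the rest of their group, by Dixon's criterion, are reported as values only. Scores were lowest of 8 for ribosomal proteins in PS13 replicate 8 (8.77) and PS24 replicate 10 (8.40), for glycolysis in PS4 replicate 20 (4.98), for the fast sarcomere in C0 replicate 9 (7.38) and for collagens in PS0 replicate 3 (-0.21) and PS13 replicate 8 (0.57). They were highest for oxidative phosphorylation in C0 replicate 3 (6.60) and PS24 replicate 2 (6.50), and C33 replicate 17 had the lowest median correlation with its group (0.9196). Of 80 tests (8 measures in each of the 10 groups) 12 passed the criterion, where chance alone passes about 1 in 20, or 4.

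The change over 33 weeks differed between spawned and immature fish in 5364 probes by limma's test of the difference. As no probe was called between PS33 and C33, this mostly restates how PS0 differed from C0.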

How the results depend on the processing

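Scan day as a block, the comparisons without single arrays or the PS2 group, and the same fish without a block were chosen after the data were seen. Among 136 values under alternatives set in advance for 18 results 116 stayed the same, and among 29 under alternatives added later 27. Same meant a count within 1.5 times or, for medians, the same direction and side of the threshold. Counts were compared by size alone, so they could not show a reversal, and of the medians 0 reversed. The majority direction of the calls did change with the scaling in some comparisons, though not in all. For PS0 against C0, 42.9 percent of the calls were higher here and 62.8 percent in the authors' table. For named genes 750 of 765 values kept their side of the threshold and, where called, their direction. Of the rest 13 lost and 2 gained their call, and 0 reversed. Medians of fixed lists stayed within the spread of the list's members, estimated from their quartiles, in 272 of 290 cases, 18 moved, and 0 reversed among called lists. The list tests were not repeated under these alternatives, so list calls were not compared. PS33 against C33 stayed at 0 calls in every setting, the methods' t-tests and the authors' table included.

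C33 against C0 moved from 2972 probes to 1270 probes (675 genes) in the authors' table, 1844 probes (947 genes) without a filter on dim probes and 823 probes (453 genes) with the slide as a block; the authors' table also gave 2517 probes (1321 genes) for the difference between the changes of spawned and immature fish. The cause was not tested. Time course calls fell to 2424 probes (1152 genes) with normexp and quantile normalization, whose offset shrinks folds of dim probes, and to 3672 probes (1779 genes) where fewer probes, those well above background on all arrays, were tested. By construction, other thresholds moved counts: over 2-fold left 3660 probes for PS0 against C0 and 1304 for C33 against C0, an adjusted p under 0.01 left 5657 and 1368, and the time course gave 14103 over 2-fold and 20657 with no fold threshold. Cluster III held 3320 probes by average linkage, 1149 by Ward linkage, 1393 by k-means and 608 by the week of the highest mean, and cluster IV 2091 by k-means, since average linkage kept both in 1 branch. Of 134 list calls over 7 comparisons, camera with an estimated correlation left 0 (fry 182, all probes of a gene 156). Probes lower at spawning that had changed over 2-fold passed as higher in PS33 than in C33 (0.102, adjusted p = 0.00186, 0.064 and adjusted p = 0.0554 for the whole set). These probes did not pass with an estimated correlation (adjusted p = 0.76) or under quantile normalization (0.042, adjusted p = 0.141), both tried after the data were seen.

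Fish numbers run within each group and do not pair the fish by the labels: of the numbers found in both groups, 1 of 4 between PS0 and C0, 1 of 3 between PS33 and C33 and 0 of 3 between C33 and C0 went best with their own, and the deviations of same-numbered fish correlated at 0.0789 to 0.237, -0.216 to 0.547 and 0.0213 to 0.0801 (3, 1 and 0 pairs over 0.1). With the fish number as a replicate block over those few fish, PS0 against C0 gave 2160 probes (2752 for the same fish without the replicate block) and C33 against C0 30 (147 without it), so fewer fish account for most of the loss.

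Splits of the same arrays into groups of the same sizes were drawn, 100 with the real one included, and probes with complete values were counted. For PS0 against C0 (9870 against 2548 in the highest other split), C33 against C0 (2969 against 238) and the time course (6288 against 144), no other split called as many probes (1 of 100 in each). Chance is thus argued against there, as far as 100 splits can tell. No other split called as many either for weeks 2 to 33 (17426 against 15), 2 to 8 (14327 against 1733), 4 to 13 (16851 against 6) and 8 to 24 (18494 against 3) against PS0, and for both contrasts with late weeks (11997 against 1937 and 6366 against 15). There all 8 groups after spawning were shuffled together, which tests whether they differ in any way. Those splits cannot decide whether chance explains a single contrast. For the difference between the changes of spawned and immature fish the real split called 5339 and the highest other 5252. These splits shuffled all 4 groups together, so they test whether the groups differ in any way and not whether the changes differ. They cannot decide whether chance explains this result. With 0 probes called for PS33 against C33, all 100 splits are as large by necessity (1 in the highest other), so the splits say nothing there. For what was left there of the probes higher (67 splits as large, 0.035 against 0.155) and lower (50, 0.064 against 0.186) at spawning, chance cannot be excluded. Signal limits what can be seen: a median of 60.3 percent of probes per array lay well above background.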

Differences from the paper's values

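The paper counts about 300 genes in cluster III and about 940 in cluster IV; here average linkage, with no number of branches stated in the paper, held both in a single branch of 1633 genes. Of the alternatives set before the data were examined, the week of the highest mean comes within 1.5 times the paper's value for cluster III (282), and Ward linkage (555), k-means (673) and the uncentred correlation (1623) do not. For cluster IV, Ward linkage (1275), k-means (1152) and the week of the highest mean (1179) come within 1.5 times its value, and the uncentred correlation (1623) does not. The paper counts 8 translation initiation factors in cluster II, and the branch here holds 5 initiation factors, 4 of them in the paper's list, the other ways of clustering 3 to 5 initiation factors, none within 1.5 times the paper's value.

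The paper places TRIM63 among the genes that fell after spawning; its brightest probe here did not pass (0.43 ± 0.30, adjusted p = 0.249), while 2 of its 3 other probes fell, and FBXO32 fell on all of its probes. The paper describes cluster II, raised in weeks 2 to 8, as enriched in mitochondrial genes, those of mitochondrial ribosomes among them. That concerns genes which passed its 3-fold threshold, whereas the fixed list takes the family as a whole without a fold threshold, so the 2 need not conflict. Of 70 genes of the fixed list without missing values 6 rose and 20 fell against PS0, whereas 47 were higher and 2 lower than in weeks 16 to 33. Of the members left out for a missing value, MRPL9 and MRPL2 rose against PS0, and MRPL12 and MRPL21 did not pass. The paper finds MyoD1b, M-cadherin and Brother of CDO not raised and myogenin the only myogenic factor that was; here MYOD2 (0.61 ± 0.19, adjusted p = 0.0074), CDH15 (0.56 ± 0.17, adjusted p = 0.00445) and BOC (0.80 ± 0.25, adjusted p = 0.0058) pass as rises of less than 2-fold over weeks 2 to 33, below the fold the paper asked for, MYOD2 not in the authors' table and CDH15 and BOC not with normexp and quantile normalization. Of the other genes of that statement, those well above background on most arrays (PAX3, MYOD1, MYF5, MYF6 and KIRREL3) did not pass as rises here either, and PAX7 and PRTG were too dim on many arrays to tell. For amino acid synthesis the paper names an enrichment among rising genes; its own 22 listed genes all rose here, but 16 of them also stand in the fixed list of glycolysis and 5 in that of amino acid synthesis, and the latter held 8 rises and 10 falls of 30. Very few genes of fatty acid synthesis were found raised in the paper, at its 3-fold threshold. In the fixed list 8 of 18 genes without missing values rose and 1 fell here by the adjusted p without a fold threshold.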

Other observations

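The overlap with spawned fish was chosen as a test only after the result for controls was seen. In immature fish after 33 weeks some genes of autophagy and of the lysosome were lower and some of the extracellular matrix higher than at the start (C33 against C0, 8 fish each), few of which pass with the slide as a block. Beside the proteasome, 9 of 31 autophagy genes were lower and 1 higher (median -0.21, with 1 higher and 11 lower adjusted over the list alone, camera adjusted p = 0.0031, and adjusted p = 0.424 with an estimated correlation), among them the LC3 protein gene MAP1LC3A (-1.78 ± 0.24, adjusted p = 0.000196), and 7 of 41 lysosomal genes were lower and 0 higher (median -0.19, with 0 higher and 7 lower adjusted over the list alone, camera adjusted p = 0.00483, and adjusted p = 0.424 with an estimated correlation), such as the protease cathepsin B, CTSB (-1.35 ± 0.24); the atrophy ligase FBXO32 was lower as well (-3.07 ± 0.57, adjusted p = 0.00227). Matrix genes other than collagens were higher in 10 and lower in 2 of 55 (median 0.25, with 13 higher and 3 lower adjusted over the list alone, camera adjusted p = 7.94e-06, and adjusted p = 0.331 with an estimated correlation), with the cross-linking enzyme LOX at 1.06 ± 0.20 (adjusted p = 0.00295, and 0.13 with the slide as a block), together with fibroblast markers (5 higher and 0 lower of 13, median 0.34, with 5 higher and 0 lower adjusted over the list alone, adjusted p = 0.327 with an estimated correlation). With the slide as a block 3 autophagy and 4 lysosomal genes pass as lower, 1 matrix gene and 0 fibroblast markers as higher (medians -0.13, -0.21, 0.11 and 0.28).

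Among genes in which no C33 fish overlapped a C0 fish, the largest rises were in the chemokine CCL20, not well above background on any C0 array (at least 15.4-fold, adjusted p = 3.61e-06), in GATM of creatine synthesis (3.49 ± 0.42) and in the antimicrobial peptide LEAP2 (3.45 ± 0.38), and the largest falls in the taurine transporter SLC6A6 (-3.58 ± 0.28, adjusted p = 3.61e-06) and the lysozyme LYZ2 (-3.08 ± 0.37). Both falls rest on a single probe: of the 8 other probes of SLC6A6 and the 1 other of LYZ2, 0 passed in either direction. There were 246 such genes (2.14 percent of those tested), where chance gives 0.0155 percent. Of the calls 32.5 percent were higher in C33, 50.1 percent with the percentile over detected probes, which moves the median of all probes by 0.11.

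Much of this change was shared with spawned fish on other arrays: of 1995 probes lower in C33 than in C0 (among 34376 tested in both), 1639 (82.2 percent, 841 genes) were also lower in PS33 than in PS0, against 414 by chance, and of 948 higher ones 674 (71.1 percent, 353 genes) against 213; probes are not independent, so no p is attached. Not all lists moved alike: oxidative phosphorylation fell by 0.92 on the log2 scale (median) in spawned fish and by 0.34 in controls, whereas ribosomal proteins had a median of 0.85 in spawned fish and of -0.32 in controls and glycolysis of 1.79 and 0.03. Since PS33 and C33 differed in no called probe, these contrasts mostly restate how PS0 differed from C0.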
